# DNA methylation directs genomic localization of Mbd2 and Mbd3 in embryonic stem cells

**DOI:** 10.7554/eLife.21964

**Published:** 2016-11-16

**Authors:** Sarah J Hainer, Kurtis N McCannell, Jun Yu, Ly-Sha Ee, Lihua J Zhu, Oliver J Rando, Thomas G Fazzio

**Keywords:** DNA methylation, DNA hydroxymethylation, NuRD, chromatin, nucleosome, embryonic stem cells, Mouse

## Abstract

Cytosine methylation is an epigenetic and regulatory mark that functions in part through recruitment of chromatin remodeling complexes containing methyl-CpG binding domain (MBD) proteins. Two MBD proteins, Mbd2 and Mbd3, were previously shown to bind methylated or hydroxymethylated DNA, respectively; however, both of these findings have been disputed. Here, we investigated this controversy using experimental approaches and re-analysis of published data and find no evidence for methylation-independent functions of Mbd2 or Mbd3. We show that chromatin localization of Mbd2 and Mbd3 is highly overlapping and, unexpectedly, we find Mbd2 and Mbd3 are interdependent for chromatin association. Further investigation reveals that both proteins are required for normal levels of cytosine methylation and hydroxymethylation in murine embryonic stem cells. Furthermore, Mbd2 and Mbd3 regulate overlapping sets of genes that are also regulated by DNA methylation/hydroxymethylation factors. These findings reveal an interdependent regulatory mechanism mediated by the DNA methylation machinery and its readers.

**DOI:** http://dx.doi.org/10.7554/eLife.21964.001

## Introduction

In mammalian cells, 5-methylcytosine (5mC), a heritable epigenetic modification on DNA, occurs mainly at CpG dinucleotides through the actions of DNA methyltransferase (DNMT) enzymes (Bester, 1988). The members of the DNMT family that modify cytosine on DNA include Dnmt1, Dnmt3a, and Dnmt3b (Okano et al., 1998). Dnmt3a and Dnmt3b are de novo DNA methyltransferases, which establish methylation during development. On the other hand, the more abundant Dnmt1 predominantly methylates hemimethylated CpG dinucleotides to restore methylation patterns following genomic replication (although it also has some de novo methylation activity) and therefore, is considered to be the 'maintenance methyltransferase' (Egger et al., 2006; Kho et al., 1998; Pradhan et al., 1999; Probst et al., 2009). Dnmt1 is responsible for the majority of methylation in murine embryonic stem (ES) cells, as *Dnmt1* knockout (KO) ES cells carry only about 20% of normal methylation levels (Lei et al., 1996).

Active demethylation of 5mC involves a relatively complex series of reactions that starts with oxidation by the ten-eleven translocation (TET) family of dioxygenases (including Tet1, Tet2, and Tet3; (Lu et al., 2015), which actively demethylate DNA by oxidizing the 5-methyl group of 5mC to form 5-hydroxymethylcytosine (5hmC) (Tahiliani et al., 2009). Further oxidation can occur through conversion of 5hmC into 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) (He et al., 2011; Ito et al., 2011). The level of 5hmC is approximately 10% the level of 5mC in ES cells (Tahiliani et al., 2009), whereas 5fC and 5caC are much less abundant (Ito et al., 2011). Together, Tet1 and Tet2 are responsible for essentially all the 5hmC present in ES cells (Koh et al., 2011). However, Tet1 is responsible for 5hmC production at promoter-proximal regions, whereas Tet2 is poorly chromatin-associated and primarily acts within gene bodies (Huang et al., 2014; Vella et al., 2013). In addition, knockdown (KD) or KO of *Tet1* or *Tet2* skews the profile of ES cell differentiation (Dawlaty et al., 2011; Ficz et al., 2011; Koh et al., 2011), and some reports suggest *Tet1* KD also leads to a defect in self-renewal (Freudenberg et al., 2012; Ito et al., 2010). However, the functions of Tet proteins during development remain incompletely resolved as *Tet1^-/-^ Tet2^-/-^*double KO mice have been shown to be viable with only modest phenotypes (Dawlaty et al., 2013).

The methylation status of DNA influences many biological processes during mammalian development, and cytosine methylation of promoter-proximal regulatory sequences in mammals is generally considered repressive for gene expression (Klose and Bird, 2006). One of the best-studied families of cytosine methylation effectors consists of the methyl-CpG-binding domain (MBD) family of proteins, most of which specifically bind methylated CpG dinucleotides and play important roles in determining the transcriptional state of the mammalian epigenome (Filion et al., 2006; Hendrich and Bird, 1998; Prokhortchouk et al., 2001; Unoki et al., 2004). MBD proteins are transcriptional regulators, primarily thought to act as repressors, which play a major role in coordinating crosstalk between cytosine methylation and chromatin structure to regulate transcription (Denslow and Wade, 2007). The MBD has the ability to bind single symmetrically methylated CpG dinucleotides (Nan et al., 1993; Ohki et al., 2001), and the functions of MeCP2 and the Mbd1-4 family members have been well-studied. With the exception of Mbd3, these proteins preferentially bind 5mC over unmethylated cytosine (Hendrich and Bird, 1998; Zhang et al., 1999). Consistent with this binding activity, Mbd2 occupies methylated CpG island–containing promoters of inactive genes (Chatagnon et al., 2011; Menafra et al., 2014). Although Mbd3 does not bind 5mC, MeCP2 and Mbd3 can bind 5hmC in vitro and Mbd3 is enriched in regions of elevated 5hmC in ES cells (Mellén et al., 2012; Yildirim et al., 2011). Consistent with this reported localization, knockdown (KD) of *Mbd3* leads to misregulation of 5hmC-marked genes (Yildirim et al., 2011). Furthermore, Mbd3 binding in ESCs was strongly reduced upon RNAi-mediated KD of *Tet1* (Yildirim et al., 2011) However, arguing against the above studies, other in vitro studies using short DNA probes containing a single symmetric 5hmCpG find poor binding of 5hmC by MBD family members (Cramer et al., 2014; Spruijt et al., 2013).

Mbd2 and Mbd3 are highly similar in amino acid sequence and are components of mutually exclusive versions of the nucleosome remodeling and deacetylase (NuRD) complex (Hendrich and Bird, 1998; Le Guezennec et al., 2006; Wade et al., 1999; Zhang et al., 1999). Furthermore, Mbd2 and Mbd3 exhibit partially overlapping localization profiles at some methylated regions in vivo (Günther et al., 2013), consistent with the possibility that these factors bind to DNA enriched for 5mC or its derivative, 5hmC. However, these highly similar complexes play distinct biological roles in vivo. Mbd3/NuRD is necessary for ES cell pluripotency and differentiation, as well as embryonic development, whereas *Mbd2* KO mice are viable and fertile (Hendrich et al., 2001; Kaji et al., 2006; Reynolds et al., 2012). In addition, Mbd3/NuRD coordinates cytosine methylation by recruiting DNA methyltransferases to the promoters of tumor suppressor genes in colon cancer cell and leukemia cell lines (Cai et al., 2014; Choi et al., 2013; Morey et al., 2008), and depletion of *Mbd3* results in reduced DNA methylation levels at some locations in ES cells (Latos et al., 2012).

Recently, evidence has arisen questioning the dependence of Mbd2 and Mbd3 on cytosine methylation for genomic localization (Baubec et al., 2013). The authors of this study reported that the enrichments of Mbd2 and Mbd3 at LMRs (low-methylated regions that are enriched for transcription factor-binding sites and exhibit approximately 30% methylation on average) (Stadler et al., 2011) were minimally altered in *Dnmt1^-/-^ Dnmt3a^-/-^ Dnmt3b^-/-^* triple knockout (TKO) ES cells. Here, we sought to resolve the conflicting data addressing the dependence of Mbd2 and Mbd3 localization on 5mC and 5hmC. Analyses of ChIP-seq data from Baubec et al. as well as multiple new ChIP-seq datasets reported here demonstrate methylation-dependence of Mbd2 and Mbd3 binding throughout the genome. Interestingly, we show that Mbd2 and Mbd3 exhibit significantly overlapping localization in vivo and find that Tet1 activity is required for normal chromatin association by both Mbd3 and Mbd2. Furthermore, we show that Mbd3 and Mbd2 are each required for the binding of the other, as well as for normal levels of 5mC and 5hmC. Finally, we find that individual KD of *Mbd2*, *Mbd3, Dnmt1,* or *Tet1* results in highly concordant changes in gene expression. Together these data reveal interdependence among Mbd2/NuRD, Mbd3/NuRD, 5mC, and 5hmC to maintain normal chromatin structure and gene regulation in ESCs.

## Results

### Evidence of methylation-dependent localization of Mbd3 and Mbd2 in bio-MBD datasets

Multiple studies have established that Mbd2, but not Mbd3, binds methylated DNA with higher affinity than unmethylated DNA (Hendrich and Bird, 1998; Zhang et al., 1999). We previously found that Mbd3 occupies genomic regions containing 5hmC in ES cells (Yildirim et al., 2011). Furthermore, we found that KD of *Tet1* results in a reduction of Mbd3 occupancy, and that KD of *Mbd3* results in a reduction in bulk 5hmC levels (Yildirim et al., 2011), demonstrating interdependence between Mbd3 and 5hmC. These findings also lead to a straightforward prediction that cytosine methylation would be required for Mbd3 binding, since 5hmC is generated by oxidation of 5mC. However, Baubec et al. reported that both Mbd3 and Mbd2 occupancies at LMRs are minimally altered in TKO cells (Baubec et al., 2013), arguing against our previous findings regarding Mbd3 and long-standing models of Mbd2 function.

To assess the discrepancies between these studies, we first re-analyzed the datasets from Baubec et al. (Figure 1, Figure 1—figure supplement 1, and Figure 1—figure supplement 2). There were two ChIP-seq replicates for the biotin-tagged *Mbd3a* isoform (bio-Mbd3a) in wild-type (WT) cells and a single replicate reported for bio-Mbd3a ChIP-seq in TKO cells (see Table 1). We initially focused on genomic binding at the subset of LMRs that are larger than 150 bp and at least 3 kb away from another LMR or an unmethylated region (hereafter denoted as 'LMR subset') that was utilized in the prior study. We observed only a modest reduction (~28%) in bio-Mbd3a occupancy at the LMR subset upon loss of DNA methylation in TKO cells (Figure 1A), similar to the original observation (see Figure 7A of Baubec et al. (2013)). However, when we assessed the change in overall bio-Mbd3a enrichment by examining all bio-Mbd3a peaks (called from pooled WT bio-Mbd3a ChIP-seq reads), we observed a ~75% reduction in bio-Mbd3a binding in TKO cells relative to WT cells (Figure 1B–C and Figure 1—figure supplement 1A–B). These data demonstrate that Mbd3a relies heavily on DNA methylation in order to bind chromatin in ES cells and that confining analysis to a subset of LMRs obscures the global impact of methylation on Mbd3 localization.

**Figure 1.**
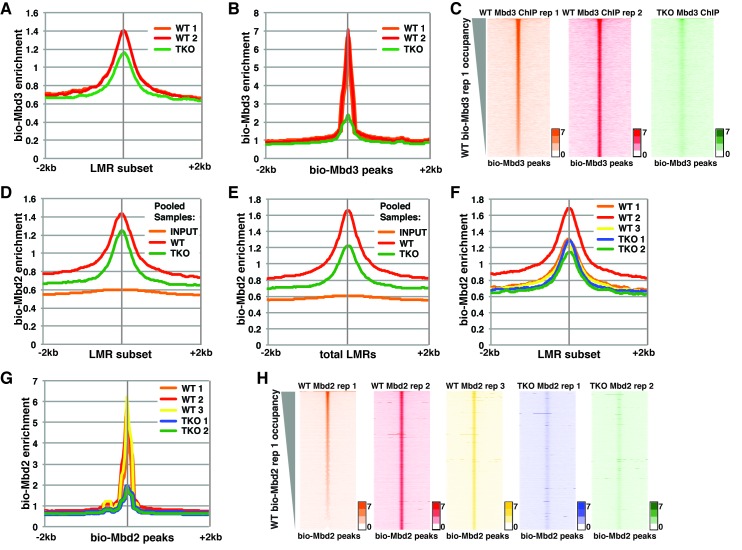
Analysis of bio-Mbd3 and bio-Mbd2 ChIP-seq datasets reveals methylation-dependent chromatin localization in ES cells. Mbd3 and Mbd2 ChIP-seq datasets from (Baubec et al., 2013) were obtained from GEO (GSE39610; see Table 1). (**A–C**) Analysis of ChIP-seq data for biotin-tagged Mbd3 (bio-Mbd3) in WT or TKO cells. The two available WT replicates and one available TKO replicate were mapped over the LMR subset (adapted from Stadler et al. [2011]) ± 2 kb (**A**) or bio-Mbd3 peaks from WT cells ± 2 kb (**B**). (**C**) Heatmaps for bio-Mbd3 ChIP-seq in WT or TKO cells over bio-Mbd3 peaks ± 2 kb, sorted by bio-Mbd3 occupancy (high to low) in replicate 1 WT cells. (**D–H**) Analysis of ChIP-seq data for biotin-tagged Mbd2 (bio-Mbd2) in WT or TKO cells. (**D–E**) Data were analyzed as described in (Baubec et al., 2013) where replicates were pooled and mapped over LMRs that are > 150 bp and at least 3 kb away from other LMRs or unmethylated regions (LMR subset) (**D**) or all LMRs (**E**). (**F–G**) Biological replicates were analyzed separately and mapped over the LMR subset ± 2 kb (**F**) or bio-Mbd2 peaks from WT cells ± 2 kb (**G**). (**H**) Heatmaps for bio-Mbd2 ChIP-seq in WT or TKO cells over bio-Mbd2 peaks ± 2 kb, sorted by bio-Mbd2 occupancy in replicate 1 WT cells. Peaks of bio-Mbd3 and bio-Mbd2 were called as described in Supplemental Experimental Procedures. **DOI:** http://dx.doi.org/10.7554/eLife.21964.002

**Figure 1—figure supplement 1.**
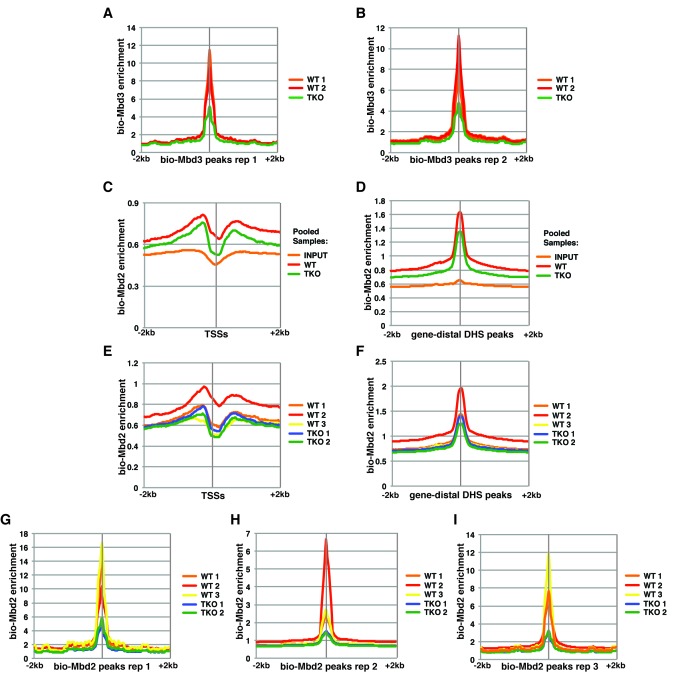
Variable bio-Mbd2 binding in WT cells over TSSs and gene-distal DHSs. Analysis of ChIP-seq data for biotin-tagged Mbd3 (bio-Mbd3) or Mbd2 (bio-Mbd2) in WT or TKO cells. (**A–B**) Peaks were called from bio-Mbd3 ChIP in WT cells from replicate 1 (**A**) or replicate 2 (**B**) and aggregate bio-Mbd3 ChIP-seq enrichments from individual WT or TKO replicates were mapped over these peaks. (**C–D**) Data were analyzed as described in (Baubec et al., 2013) where bio-Mbd2 replicates were pooled and mapped over TSSs (**C**) or gene-distal DHSs (**D**) ± 2 kb. (**E–F**) Biological replicates of bio-Mbd2 were analyzed separately and mapped over TSSs (**E**) or gene-distal DHSs (**F**) **±** 2 kb. (**G–I**) Peaks were called from bio-Mbd2 ChIP in WT cells from replicate 1 (**G**), replicate 2 (**H**), or replicate 3 (**I**) and bio-Mbd2 ChIP-seq data from all WT or TKO replicates were mapped over these peaks. **DOI:** http://dx.doi.org/10.7554/eLife.21964.003

**Figure 1—figure supplement 2.**
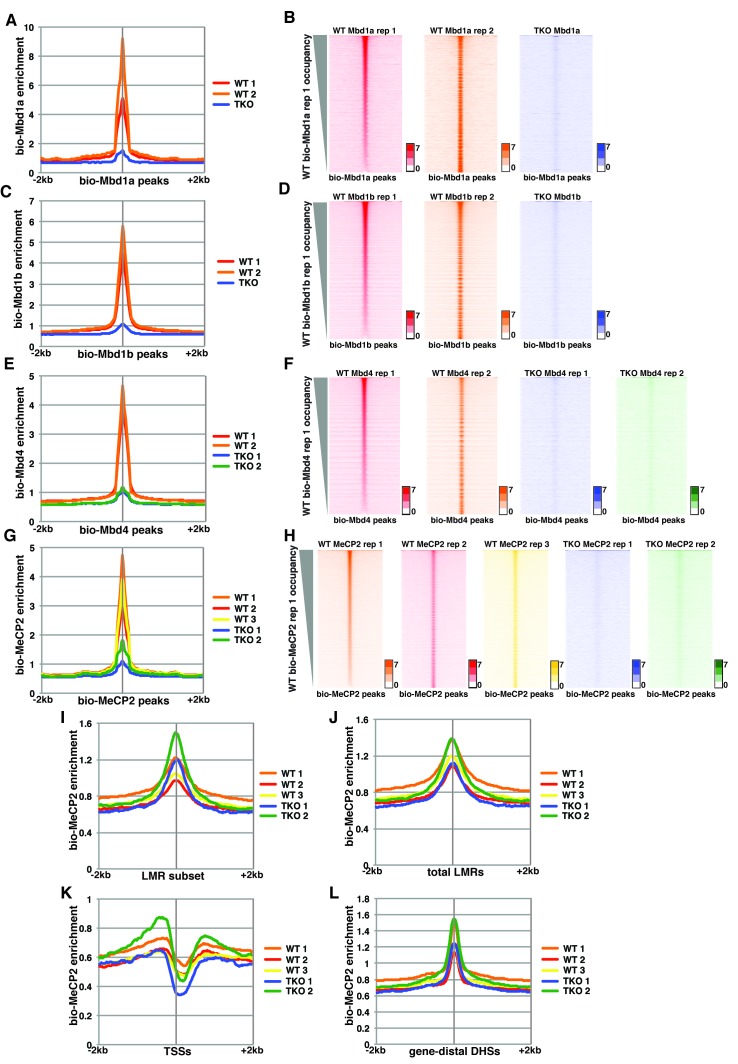
Variable bio-Mbd1 and bio-MeCP2 binding in WT cells. Analysis of ChIP-seq data for biotin-tagged Mbd1a (bio-Mbd1a), Mbd1b (bio-Mbd1b), Mbd4 (bio-Mbd4), or MeCP2 (bio-MeCP2) in WT or TKO cells. (**A–B**) Analysis of ChIP-seq data for bio-Mbd1a in WT or TKO cells. The two available WT replicates and one available TKO replicate were mapped over bio-Mbd1a peaks from WT cells ± 2 kb (**A**). (**B**) Heatmaps for bio-Mbd1a ChIP-seq in WT or TKO cells over bio-Mbd1a peaks ± 2 kb, sorted by bio-Mbd1a occupancy (high to low) in replicate 1 WT cells. (**C–D**) Analysis of ChIP-seq data for bio-Mbd1b in WT or TKO cells with the two available WT replicates and two available TKO replicates were mapped over bio-Mbd1b peaks from WT cells ± 2 kb as in (**A–B**). (**E–F**) Analysis of ChIP-seq data for bio-Mbd4 in WT or TKO cells with the two available WT replicates and two available TKO replicates were mapped over bio-Mbd4 peaks from WT cells ± 2 kb as in (**A–B**). (**G–H**) Analysis of ChIP-seq data for bio-MeCP2 in WT or TKO cells with the two available WT replicates and two available TKO replicates were mapped over bio-MeCP2 peaks from WT cells ± 2 kb as in (**A–B**). (**I–L**) Analysis of ChIP-seq data for bio-MeCP2 in WT or TKO cells over the LMR subset (**I**) total LMRs (**J**), TSSs (**K**), or gene-distal DHSs (**L**) ± 2 kb. **DOI:** http://dx.doi.org/10.7554/eLife.21964.004

While Baubec et al. found that bio-Mbd2 requires DNA methylation for proper binding to chromatin at highly methylated CpG islands (Figure 4G–H of Baubec et al. (2013)), they observed minimal effect of loss of methylation on bio-Mbd2 binding at the LMR subset (Figure 7A from Baubec et al. (2013)). To replicate this prior analysis, we pooled the mapped reads for each of three bio-Mbd2 ChIP-seq replicates from WT or two bio-Mbd2 ChIP-seq replicates from TKO cells (see Table 1) and measured their enrichment over the LMR subset. We observed a modest reduction (~15%) in bio-Mbd2 occupancy relative to WT (Figure 1D), consistent with the prior report. In contrast, when we analyzed bio-Mbd2 binding over all LMRs (referred to throughout as 'total LMRs'), we observed a stronger reduction (~40%) in bio-Mbd2 occupancy in the pooled TKO libraries relative to WT (Figure 1E).

**Table 1.** Related to Figure 1. SRA file numbers for re-analyzed Baubec et al. (2013) datasets. **DOI:** http://dx.doi.org/10.7554/eLife.21964.005

**Name**	**SRA file number**	**Number of mapped reads (Bowtie, up to three mismatches)**
WT Mbd3 ChIP replicate 1	SRR696667	11,601,021
WT Mbd3 ChIP replicate 2	SRR696673	14,166,151
TKO Mbd3 ChIP	SRR769560	34,666,789
WT Mbd2 ChIP replicate 1	SRR527128	9,441,721
WT Mbd2 ChIP replicate 2	SRR527129	15,116,380
WT Mbd2 ChIP replicate 3	SRR696658	12,545,659
TKO Mbd2 ChIP replicate 1	SRR527161	24,282,816
TKO Mbd2 ChIP replicate 2	SRR696682	7,605,171
WT Mbd1a ChIP replicate 1	SRR527126	11,566,092
WT Mbd1a ChIP replicate 2	SRR527127	19,528,778
TKO Mbd1a ChIP	SRR527159	22,070,693
WT Mbd1b ChIP replicate 1	SRR527147	14,320,842
WT Mbd1b ChIP replicate 2	SRR527148	22,371,797
TKO Mbd1b ChIP	SRR527160	7,503,068
WT Mbd4 ChIP replicate 1	SRR527131	13,864,108
WT Mbd4 ChIP replicate 2	SRR527132	23,655,753
TKO Mbd4 ChIP replicate 1	SRR669321	13,670,155
TKO Mbd4 ChIP replicate 2	SRR669322	11,251,853
WT MeCP2 ChIP replicate 1	SRR527133	19,229,199
WT MeCP2 ChIP replicate 2	SRR527134	11,771,499
WT MeCP2 ChIP replicate 3	SRR696681	12,118,572
TKO MeCP2 ChIP replicate 1	SRR527162	17,003,233
TKO MeCP2 ChIP replicate 2	SRR696683	28,586,006

To better evaluate the effects of cytosine methylation on bio-Mbd2 binding, we analyzed each bio-Mbd2 ChIP-seq replicate separately. We observed high variation among the three replicates for bio-Mbd2 in WT cells (Figure 1F–H and Figure 1—figure supplement 1C–I). For example, while two WT replicates are modestly enriched for bio-Mbd2 binding relative to the two TKO replicates (~10% reduction) at the LMR subset, the third bio-Mbd2 ChIP-seq experiment in WT cells has a much higher peak, implying a much larger (~50%) reduction in occupancy in TKO cells (Figure 1F). Similar disparities were observed at other regions of the genome (Figure 1—figure supplement 1C–F). Importantly, when we examined the effect of 5mC loss over all peaks of bio-Mbd2 binding, bio-Mbd2 enrichment was reduced to near background levels in TKO cells (Figure 1G). Furthermore, we observed considerable gene-by-gene differences in the binding profiles among WT bio-Mbd2 replicates, where individual locations that are lowly bound in one replicate are highly bound in another replicate (Figure 1H, Figure 1—figure supplement 1G–I). Taken together, these analyses demonstrate bio-Mbd3 and bio-Mbd2 strongly depend on cytosine methylation for normal chromatin association. Furthermore, poor concordance between biological replicates was also found for several other MBD proteins profiled in Baubec et al. (Figure 1—figure supplement 2), preventing straightforward interpretation of the role of cytosine methylation in localization of these factors.

### *Dnmt1* and *Tet1* are required for Mbd3 and Mbd2 occupancy in ES cells

To further address the discrepancies discussed above, and to better elucidate the roles of DNA methylation and hydroxymethylation in chromatin binding by Mbd3 and Mbd2, we performed biological duplicate ChIP-seq experiments for endogenous Mbd3 and Mbd2 in ES cells acutely depleted of *Dnmt1* or *Tet1* (Figure 2). Upon efficient KD of these factors (Figure 2—figure supplement 1A–B), we observed a significant reduction in promoter-proximal Mbd3 and Mbd2 binding relative to the binding observed in control (*EGFP* KD) cells (examples shown in Figure 2A, Figure 2—figure supplement 1C–D). The reductions in Mbd3 and Mbd2 binding observed upon *Dnmt1* KD or *Tet1* KD were not due to altered expression of these proteins (Figure 2—figure supplement 1E). When we compared the locations bound by Mbd3 and Mbd2 throughout the genome, we found that Mbd3 and Mbd2 co-occupy numerous regions throughout the genome of ES cells, and this overlap is particularly enriched at promoter-proximal regions (Figure 2B).

**Figure 2.**
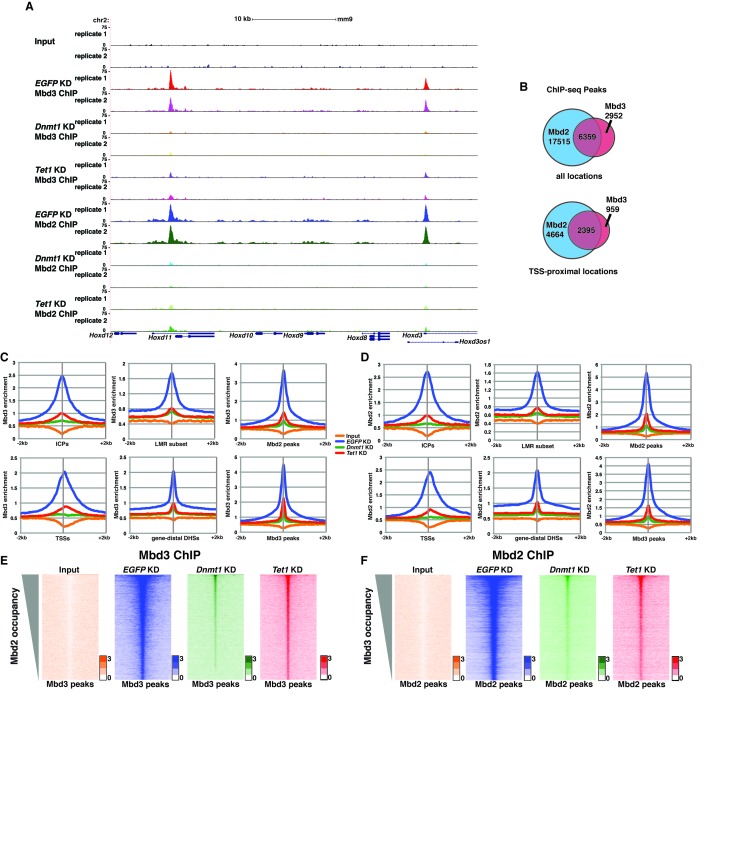
*Dnmt1* and *Tet1* are required for Mbd3 and Mbd2 binding in ES cells. (**A**) Genome browser tracks of replicate ChIP-seq experiments examining endogenous Mbd3 or Mbd2 occupancy in control (*EGFP* KD), *Dnmt1* KD, and *Tet1* KD ES cells over indicated loci (*Hoxd* cluster). (**B**) Overlap of Mbd3 and Mbd2 binding. Shown are Venn diagrams delineating the overlap between all genomic locations (top panel) or TSS-proximal locations (−1 kb to +100 bp; bottom panel) bound by Mbd3 and Mbd2. (**C–D**) Aggregation plots of Mbd3 (**C**) or Mbd2 (**D**) ChIP-seq data showing occupancy over ICPs (top left panel, from [Weber et al., 2007]), annotated TSSs (bottom left panel), the LMR subset (top middle panel, from [Stadler et al., 2011]), gene-distal DHSs (bottom middle panel, from GSM1014154 with TSSs removed) Mbd2 peaks (top right panel, called from *EGFP* KD ChIP-seq experiments), and Mbd3 peaks (bottom right panel, called from *EGFP* KD ChIP-seq experiments) ± 2 kb in control (*EGFP* KD), *Dnmt1* KD, or *Tet1* KD ES cells. (**E–F**) Heatmaps of Mbd3 enrichment over Mbd3 binding sites sorted by Mbd2 occupancy (**E**) and Mbd2 enrichment over Mbd2 binding sites sorted by Mbd3 occupancy (**F**) in control (*EGFP* KD), *Dnmt1* KD, or *Tet1* KD ES cells. The profiles shown in aggregation plots and heatmaps represent the average of two biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.21964.006

**Figure 2—figure supplement 1.**
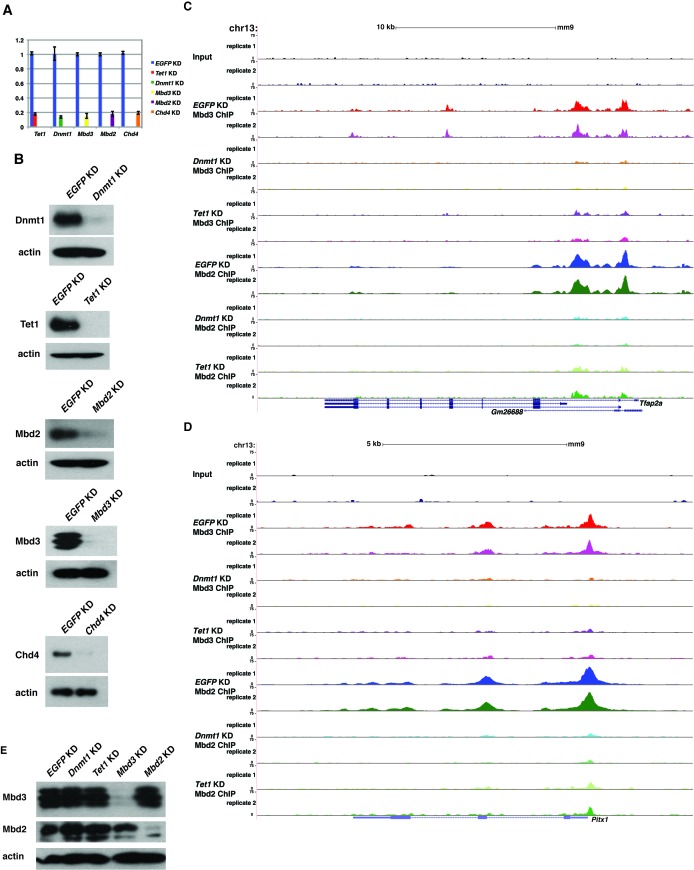
Loss of *Dnmt1* and *Tet1* results in reduced occupancy of both Mbd3 and Mbd2 in ES cells. (**A**) Efficient KD of *Dnmt1*, *Tet1*, *Mbd3*, *Mbd2*, and *Chd4* is confirmed by RT-qPCR with expression levels normalized to *GAPDH* and shown relative to control (*EGFP*) KD. Shown are the mean ± SD values of three biological replicates after acute (48 hr) KD. (**B**) Efficient KD of *Dnmt1*, *Tet1*, *Mbd3*, *Mbd2,* and *Chd4* was confirmed by Western blotting, where β-actin serves as a loading control. (**C–D**) Genome browser tracks of replicate ChIP-seq experiments examining Mbd3 or Mbd2 occupancy in control (*EGFP* KD), *Dnmt1* KD, and *Tet1* KD ES cells over two example loci (*Tfap2a* (**C**) and *Pitx1* (**D**)) show reduced occupancy of Mbd2 and Mbd3 in *Dnmt1* KD and *Tet1* KD cells over the promoter-proximal regions of each gene. (**E**) Western blotting of Mbd3 and Mbd2, where β-actin serves as a loading control, in control (*EGFP* KD), *Dnmt1* KD, *Tet1* KD, *Mbd3* KD, and *Mbd2* KD ES cells demonstrates that levels of Mbd3 and Mbd2 are only altered upon KD of *Mbd3* or *Mbd2*, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.21964.007

**Figure 2—figure supplement 2.**
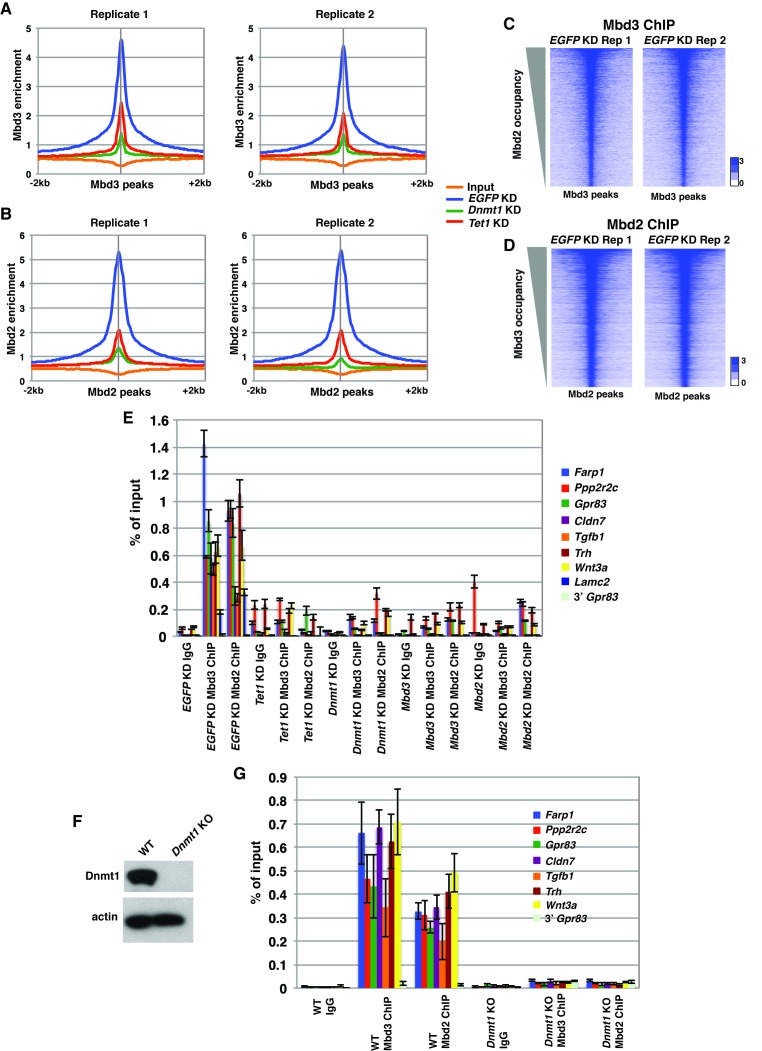
Validation of endogenous Mbd3 and Mbd2 ChIP-seq experiments. (**A–B**) Biological replicates of Mbd3 (**A**) and Mbd2 (**B**) ChIP-seq experiments demonstrate similar results. Shown are aggregation plots of Mbd3 (**A**) or Mbd2 (**B**) ChIP-seq datasets over Mbd3 peaks (**A**) or Mbd2 peaks (**B**) **±** 2 kb in control (*EGFP*) KD, *Tet1* KD, and *Dnmt1* KD ES cells. (**C–D**) Heatmaps of biological replicates of Mbd3 (**C**) and Mbd2 (**D**) ChIP-seq experiments demonstrate similar results when compared gene-by-gene. Shown are heatmaps of Mbd3 (**C**) or Mbd2 (**D**) ChIP-seq dataset over Mbd3 peaks ranked by Mbd2 occupancy (**C**) or Mbd2 peaks ranked by Mbd3 occupancy (**D**) ± 2 kb. (**E**) Validation of changes in occupancy of Mbd3 and Mbd2. ChIP-qPCR was performed on Mbd3 or Mbd2 in control (*EGFP*) KD, *Tet1* KD, *Dnmt1* KD, *Mbd3* KD, and *Mbd2* KD ES cells. Mbd3 or Mbd2 levels are expressed as a fraction of input. Shown are the mean ± SD values of three biological replicates. (**F**) Western blot showing loss of Dnmt1 protein expression in *Dnmt1* KO ES cells. β-actin serves as a loading control. (**G**) Validation of changes in occupancy of Mbd3 and Mbd2 in *Dnmt1* KO cells. ChIP-qPCR was performed as indicated in control (WT) and *Dnmt1* KO ES cells. **DOI:** http://dx.doi.org/10.7554/eLife.21964.008

**Figure 2—figure supplement 3.**
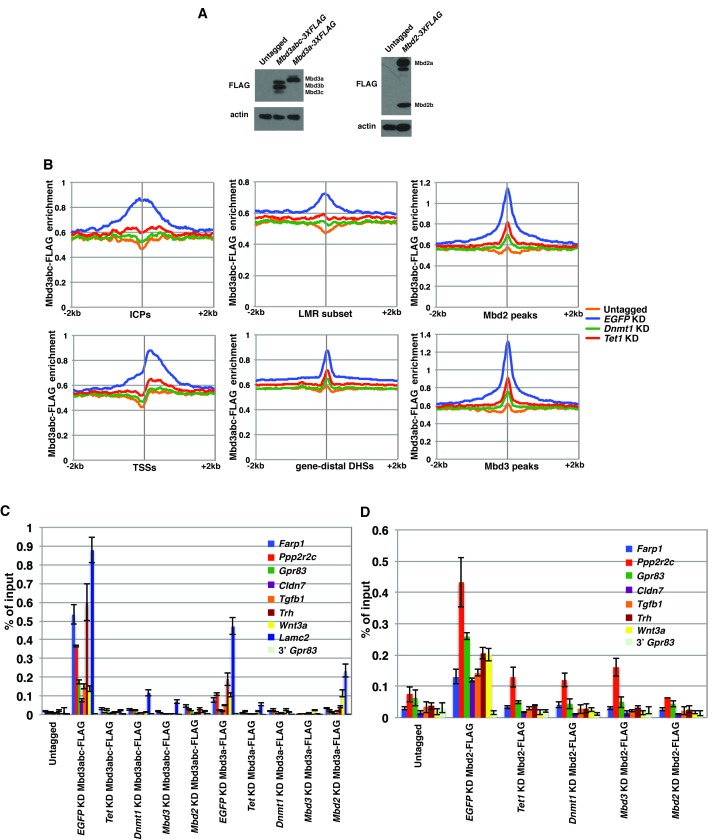
FLAG ChIPs confirm Dnmt1 and Tet1 are required for Mbd3 and Mbd2 occupancies. (**A**) Western blots showing expression in *Mbd3abc-3XFLAG, Mbd3a-3XFLAG,* and *Mbd2-3XFLAG* ES cell lines. β-actin serves as a loading control. (**B**) Aggregation plots of Mbd3abc-3XFLAG ChIP-seq over ICPs (top left panel), annotated TSSs (bottom left panel), the LMR subset (top middle panel), gene-distal DHSs (bottom middle panel) Mbd2 peaks (top right panel), and Mbd3 peaks (bottom right panel) ± 2 kb in Untagged, *EGFP* KD, *Dnmt1* KD, and *Tet1* KD ES cells. (**C**) Validation of changes in occupancy of Mbd3. ChIP-qPCR was performed on Mbd3a-3XFLAG and Mbd3abc-3XFLAG in Untagged, *EGFP* KD, *Tet1* KD, *Dnmt1* KD, *Mbd3* KD, and *Mbd2* KD ES cells. FLAG levels are expressed as a fraction of input. Shown are the mean ± SD values of three biological replicates. (**D**) Validation of changes in occupancy of Mbd2. ChIP-qPCR was performed on Mbd2-3XFLAG in control (*EGFP*) KD, *Tet1* KD, *Dnmt1* KD, *Mbd3* KD, and *Mbd2* KD ES cells. Shown as in (**C**). **DOI:** http://dx.doi.org/10.7554/eLife.21964.009

**Figure 2—figure supplement 4.**
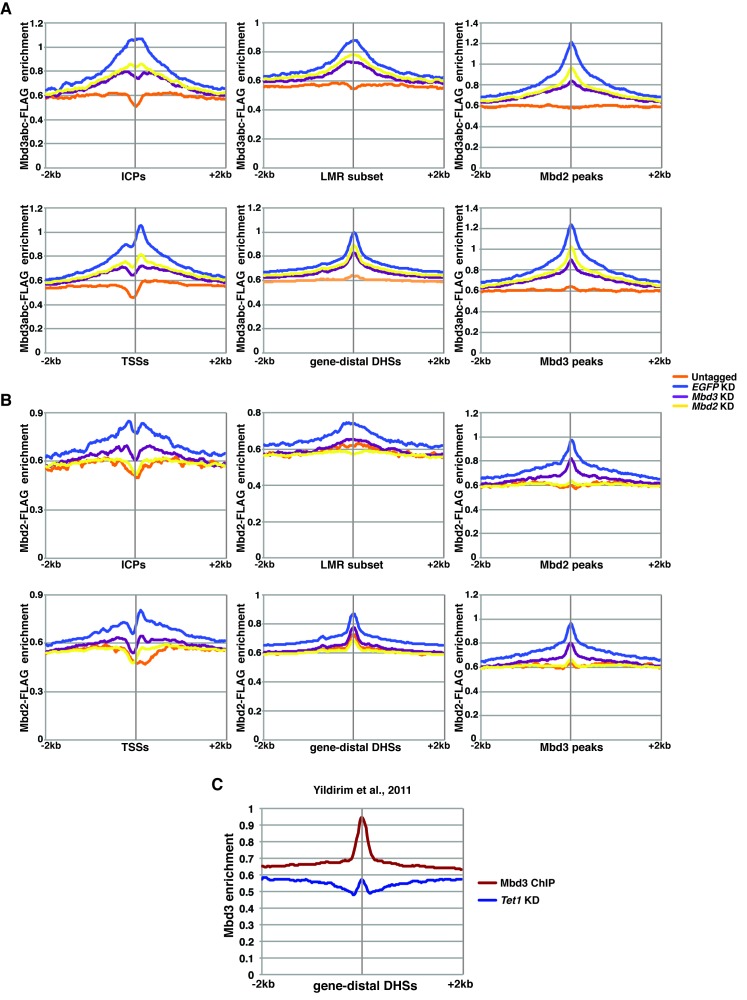
ChIP-seq experiments using MBD-FLAG fusions. (**A–B**) Aggregation plots of Mbd3abc-3XFLAG (**A**) or Mbd2-3XFLAG (**B**) ChIP-seq over ICPs (top left panel), annotated TSSs (bottom left panel), the LMR subset (top middle panel), gene-distal DHSs (bottom middle panel), Mbd2 peaks (top right panel), and Mbd3 peaks (bottom right panel) ± 2 kb in Untagged, *EGFP* KD, *Mbd3* KD, and *Mbd2* KD ES cells. (**C**) Aggregation plot of Mbd3 ChIP-seq from (Yildirim et al., 2011) over gene-distal DHSs. **DOI:** http://dx.doi.org/10.7554/eLife.21964.010

Next, we quantified average binding profiles of Mbd3 and Mbd2 over six genomic features – intermediate CpG density promoters (ICPs; from (Weber et al., 2007), transcription start sites (TSSs), the LMR subset described above, gene-distal DNaseI hypersensitive sites (DHSs; from ENCODE; GSM1014154), Mbd2 peaks (from *EGFP* KD cells), and Mbd3 peaks (from *EGFP* KD cells). We observed a similar pattern over each genomic feature: *Dnmt1* KD and *Tet1* KD each resulted in a dramatic reduction in Mbd3 and Mbd2 occupancies (Figure 2C–F). Importantly, our duplicate ChIP-seq datasets were highly reproducible (Figure 2A; Figure 2—figure supplement 1C–D and Figure 2—figure supplement 2A–D). We validated our observations at eight genomic locations by performing three biological replicate ChIP-qPCRs for Mbd3 and Mbd2 in *Dnmt1* KD and *Tet1* KD ES cells (Figure 2—figure supplement 2E) and in *Dnmt1* KO cells (Figure 2—figure supplement 2F–G).

Four key controls demonstrate the specificity of these ChIP data. First, we performed ChIP-qPCR for Mbd3 in *Mbd3* KD cells and for Mbd2 in *Mbd2* KD cells, confirming the reduced ChIP signals expected in both cases (Figure 2—figure supplement 2E). To validate our findings in a manner independent of the antibodies targeting the endogenous proteins, we genetically FLAG-tagged endogenous Mbd2 (hereafter *Mbd2-3XFLAG*) or Mbd3 ([Yildirim et al., 2011]; hereafter *Mbd3abc-3XFLAG*) and performed ChIP-qPCR or ChIP-seq, respectively, in *EGFP* KD, *Dnmt1* KD, and *Tet1* KD cells (Figure 2—figure supplement 3A–D). We again observed a reduction in Mbd2-3XFLAG and Mbd3abc-3XFLAG enrichment following knockdown of *Dnmt1* or *Tet1* (Figure 2—figure supplement 3B–D), despite lower overall enrichment than we observed with antibodies against the endogenous proteins. FLAG ChIP-seq and ChIP-qPCR for Mbd3abc-3XFLAG in *Mbd3* KD cells and for Mbd2-3XFLAG in *Mbd2* KD cells confirmed the reduced ChIP signals expected in both cases (Figure 2—figure supplement 3C–D; Figure 2—figure supplement 4A–B). Finally, to test whether overexpression of *Mbd3a* (analogous to the bio-Mbd3a ChIP-seq studies in [Baubec et al., 2013]) resulted in altered genomic binding relative to endogenously expressed *Mbd3*, and whether chromatin binding by overexpressed Mbd3a was altered upon *Dnmt1* KD or *Tet1* KD, we overexpressed *Mbd3a*-*3XFLAG* in ES cells and performed ChIP-qPCR experiments upon KD of *Dnmt1*, *Tet1*, or *EGFP* (Figure 2—figure supplement 3C). Although Mbd3a-3XFLAG enrichment was reduced relative to endogenously expressed Mbd3abc-3XFLAG, there was a decrease in Mbd3a-3XFLAG binding upon *Dnmt1* or *Tet1* depletion at all eight promoter-proximal regions examined (Figure 2—figure supplement 3C). Together, these data demonstrate a requirement for *Dnmt1* and *Tet1* for Mbd3 and Mbd2 binding throughout the genome of ES cells. Although the dependence of Mbd3 and Mbd2 on DNA methylation (or *Dnmt1*) and the requirement of Mbd3 for hydroxymethylation (or *Tet1*) were consistent with our previous findings and those of others (Chatagnon et al., 2011; Menafra et al., 2014; Yildirim et al., 2011), the requirement of Mbd2 for *Tet1* has not been previously observed. We will address this finding below.

One argument suggesting the data in Yildirim et al. may not be valid was that Mbd3 binding was not observed at enhancers (Menafra and Stunnenberg, 2014). In this study, we used H3K4me1 as a marker for enhancer regions (Yildirim et al., 2011), which is an imperfect marker for putative enhancer elements (Shlyueva et al., 2014). We therefore re-analyzed the Yildirim data at gene-distal DNaseI hypersensitive sites (DHSs), which represent active enhancers and some additional regulatory features, and observed a peak of Mbd3 binding that was strongly reduced upon *Tet1* depletion (Figure 2—figure supplement 4C). Similarly, our new Mbd3 and Mbd2 ChIP-seq datasets exhibit robust enrichment at gene-distal DHSs that is reduced upon *Dnmt1* KD or *Tet1* KD (Figure 2C–D), confirming Mbd3 binds to these regions in a manner dependent on the cytosine methylation and hydroxymethylation machinery.

### The catalytic activity of Tet1 is required for proper chromatin localization by Mbd3 and Mbd2 in ES cells

Although our KD studies demonstrated *Tet1* is necessary for chromatin binding by Mbd3 and Mbd2, the Tet1 protein has been shown, in some cases, to regulate gene expression independently of its catalytic activity (Jin et al., 2014; Kaas et al., 2013; Williams et al., 2011). These findings leave open the possibility that Tet1 functions in Mbd3 and Mbd2 binding independently of its roles in DNA hydroxymethylation and demethylation. To test whether the catalytic activity of Tet1 is necessary for Mbd3 and Mbd2 binding in ES cells, we generated homozygous catalytically inactive *Tet1* mutant (*Tet1c.i.*) ES cells. We knocked-in two amino acid substitutions, H1652Y and D1654A (Figure 3—figure supplement 1), which were previously demonstrated to eliminate DNA demethylation activity by Tet1 (Ito et al., 2010; Tahiliani et al., 2009). We performed ChIP-seq for Mbd3 and Mbd2 in two independent *Tet1c.i.* lines (Figure 3). We found that relative to WT ES cells, ChIP-seq of Mbd3 and Mbd2 in *Tet1c.i.* cells shows decreased occupancies of both Mbd3 and Mbd2 at ICPs, TSSs, the LMR subset, gene-distal DHSs, Mbd2 peaks, and Mbd3 peaks (Figure 3). These data demonstrate that the catalytic activity of Tet1 is required to promote binding of Mbd3 and Mbd2 to multiple genomic locations in ES cells.

**Figure 3.**
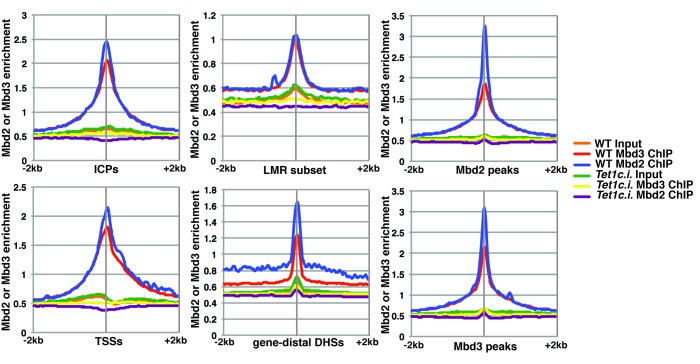
The catalytic activity of Tet1 is required for occupancy of Mbd3 and Mbd2 in ES cells. Aggregation plots of Mbd3 or Mbd2 ChIP-seq showing association over ICPs (top left panel), annotated TSSs (bottom left panel), the LMR subset (top middle panel), gene-distal DHSs (bottom middle panel), Mbd2 peaks (top right panel), and Mbd3 peaks (bottom right panel) ± 2 kb in wild-type (WT) and *Tet1* catalytically inactive (*Tet1c.i.*) ES cells. Aggregation plots represent the average of two biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.21964.011

**Figure 3—figure supplement 1.**
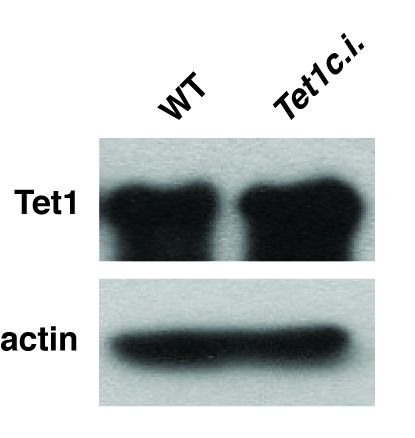
Catalytic mutation in *Tet1* does not alter total protein levels. Western blot showing expression of Tet1 in *Tet1c.i.* ES cell line. β-actin serves as a loading control. **DOI:** http://dx.doi.org/10.7554/eLife.21964.012

### Loss of *Mbd3* or *Mbd2* results in reduced 5mC and 5hmC at regulatory regions

In order to better understand the dependence of Mbd3 and Mbd2 on cytosine methylation and hydroxymethylation, we performed duplicate MeDIP-seq and hMeDIP-seq experiments (which enrich for DNA harboring 5mC or 5hmC, respectively) on *EGFP* KD, *Dnmt1* KD, *Mbd3* KD, and *Mbd2* KD ES cells (Figure 4A–B). We examined the effects of depletion of these factors on methylation (Figure 4A) and hydroxymethylation (Figure 4B) at ICPs, TSSs, the LMR subset, gene-distal DHSs, Mbd2 peaks, and Mbd3 peaks. As expected, *Dnmt1* KD resulted in decreased 5mC and 5hmC. Furthermore, both *Mbd3* KD and *Mbd2* KD also resulted in decreased 5mC and 5hmC levels. These data are consistent with previous findings showing that *Mbd3* KO cells have decreased 5mC levels at some locations (Latos et al., 2012), and reduced 5hmC levels overall (Yildirim et al., 2011) in ES cells. Interestingly, when we examined the methylation and hydroxymethylation profiles over total LMRs (Figure 4—figure supplement 1A–B), we observed a much stronger peak of enrichment in control (*EGFP* KD) ES cells than found at the LMR subset. Further investigation revealed that the LMRs excluded from the LMR subset were overrepresented at promoter proximal regions of genes (Figure 4—figure supplement 1E), and exhibited higher average methylation and hydroxymethylation (Figure 4—figure supplement 1C–D).

**Figure 4.**
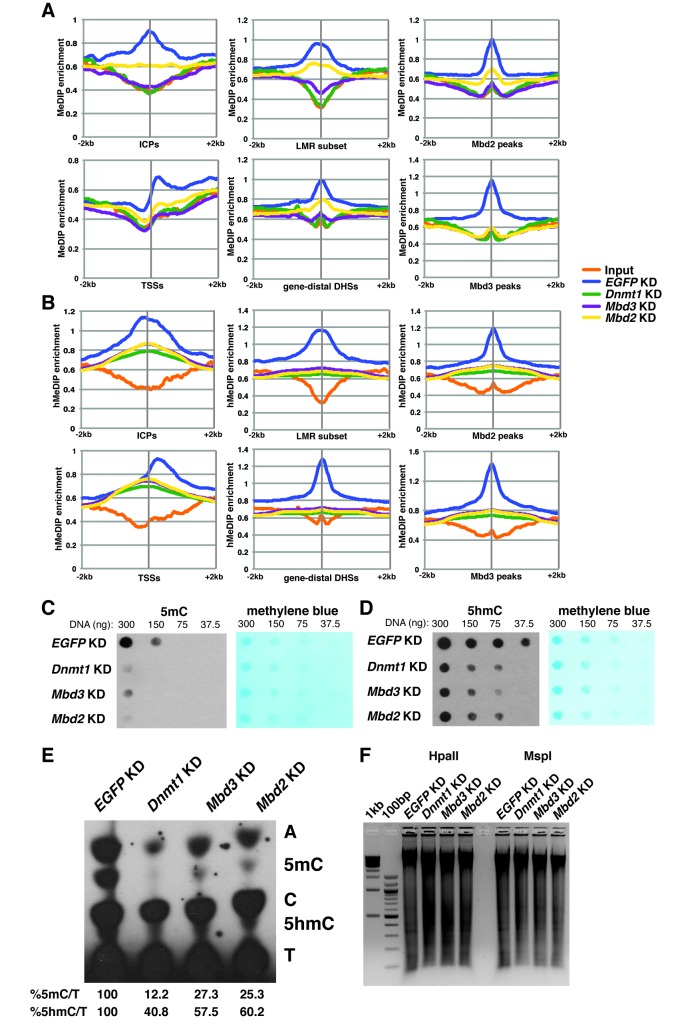
Dnmt1, Mbd3, and Mbd2 are required for 5mC and 5hmC in ES cells. (**A–B**) Aggregation plots of 5mC (**A**) or 5hmC (**B**) enrichment over ICPs (top left panel), annotated TSSs (bottom left panel), the LMR subset (top middle panel), gene-distal DHSs (bottom middle panel) Mbd2 peaks (top right panel), and Mbd3 peaks (bottom right panel) ± 2 kb in control (*EGFP* KD), *Dnmt1* KD, *Mbd3* KD, or *Mbd2* KD ES cells. Aggregation plots represent the average of two biological replicates. (**C–D**) Dot blot of bulk 5mC (**C**) and 5hmC (**D**) levels in *EGFP* KD, *Dnmt1* KD, *Mbd3* KD, or *Mbd2* KD ES cells. Left panel shows 5mC or 5hmC levels and right panel shows methylene blue staining, which serves as a loading control. (**E**) Thin layer chromatography separation of radioactively end-labeled bases from MspI digested genomic DNA. Quantification of 5mC or 5hmC is expressed relative to T in each KD. Levels in *EGFP* KD are set to 100%. (**F**) Restriction enzyme digest of genomic DNA from *EGFP* KD, *Dnmt1* KD, *Mbd3* KD, or *Mbd2* KD ES cells using an enzyme blocked by CpG methylation/hydroxymethylation (HpaII) or a CpG methylation insensitive enzyme (MspI) that cuts the same site (CCGG). **DOI:** http://dx.doi.org/10.7554/eLife.21964.013

**Figure 4—figure supplement 1.**
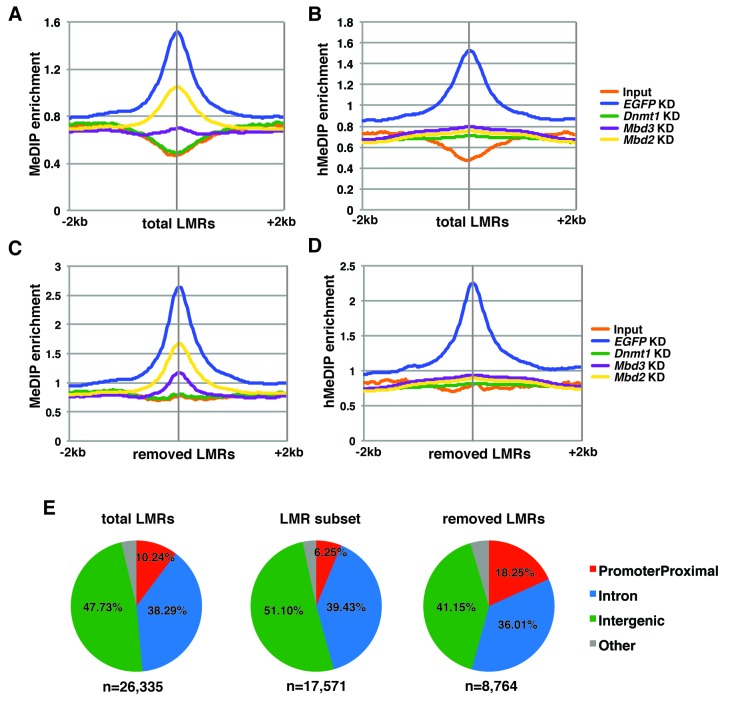
5mC and 5hmC levels over total and removed LMRs. (**A–B**) Aggregation plots of 5mC (**A**) or 5hmC (**B**) enrichment over total LMRs ± 2 kb in control (*EGFP*) KD, *Dnmt1* KD, *Mbd3* KD, and *Mbd2* KD ES cells. (**C–D**) Aggregation plots of 5mC (**C**) or 5hmC (**D**) enrichment over removed LMRs ± 2 kb in control (*EGFP*) KD, *Dnmt1* KD, *Mbd3* KD, and *Mbd2* KD ES cells. (**E**) Pie charts showing the genomic locations of LMRs in all LMRs defined by Stadler et al. (total LMRs), the subset of LMRs taken by Baubec et al. (LMR subset) and the remaining LMRs which were removed by this subset (removed LMRs). **DOI:** http://dx.doi.org/10.7554/eLife.21964.014

To validate these data, we performed dot blotting, thin layer chromatography (TLC), and digests with methylation sensitive (HpaII) or insensitive (MspI) restriction enzymes on DNA isolated from *Mbd3* KD, *Mbd2* KD, or control cells (*EGFP* KD and *Dnmt1* KD). Consistent with the MeDIP- and hMeDIP-seq data, bulk 5mC and 5hmC levels were reduced upon *Mbd3* KD or *Mbd2* KD, as measured by dot blotting and TLC, while digestion with HpaII was enhanced (Figure 4C–F). Together these data demonstrate that levels of cytosine methylation and hydroxymethylation are regulated not only by the DNA methyltransferase enzymes, but also by factors that depend on these modifications for proper chromatin localization.

### Interdependence of Mbd3 and Mbd2 occupancy

The reduction in 5mC and 5hmC levels observed upon depletion of *Mbd3* and *Mbd2* raises the possibility that Mbd3 and Mbd2 may each be necessary (either directly or indirectly) for normal chromatin binding by the other. To address this possibility, we investigated the effect of *Mbd3* KD or *Mbd2* KD on chromatin association by Mbd2 or Mbd3, respectively. Relative to control (*EGFP* KD) cells, we found that when *Mbd3* was depleted there was a decrease in Mbd2 occupancy, and, conversely, when Mbd2 was depleted there was a decrease in Mbd3 occupancy (example loci shown in Figure 5A; Figure 5—figure supplement 1A–B). We extended this analysis to the whole genome, confirming a significant reduction in binding of both Mbd3 and Mbd2 upon KD of the other MBD protein at ICPs, TSSs, the LMR subset, gene-distal DHSs, Mbd2 peaks, and Mbd3 peaks (Figure 5B–C). Depletion of *Mbd3* does not alter Mbd2 levels, nor does depletion of *Mbd2* alter levels of Mbd3 (Figure 2—figure supplement 1E). We validated our observations by performing three biological replicate ChIP-qPCRs for Mbd3 and Mbd2 in *Mbd3* KD and *Mbd2* KD ES cells (Figure 2—figure supplement 2E) and by ChIP-seq for Mbd3abc-3XFLAG and Mbd2-3XFLAG in *Mbd3* KD and *Mbd2* KD ES cells (Figure 2—figure supplement 4A–B). Together these data demonstrate interdependence between Mbd3 and Mbd2, whereby these mutually exclusive constituents of the NuRD complex regulate the genomic localization of one another.

**Figure 5.**
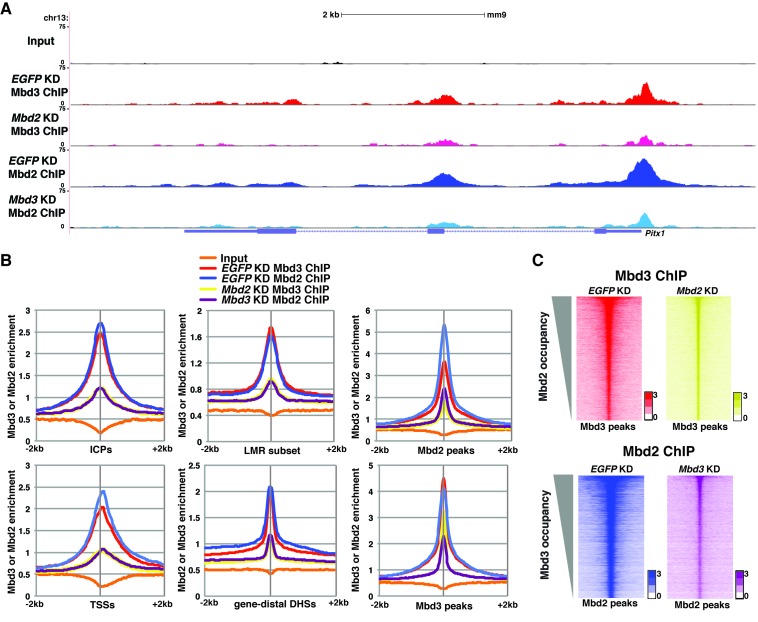
Mbd3 and Mbd2 are required for each other’s binding in ES cells. (**A**) Genome browser tracks of ChIP-seq experiments examining Mbd3 or Mbd2 occupancy in control (*EGFP* KD), *Mbd2* KD, or *Mbd3* KD ES cells over one example locus (*Pitx1*). (**B**) Aggregation plots of Mbd3 or Mbd2 ChIP-seq data showing occupancy over ICPs (top left panel), annotated TSSs (bottom left panel), LMR subset (top middle panel), gene-distal DHSs (bottom middle panel), Mbd2 peaks (top right panel), and Mbd3 peaks (bottom right panel) ± 2 kb in control (*EGFP* KD), *Mbd3* KD, or *Mbd2* KD ES cells. (**C**) Heatmaps of Mbd3 enrichment over Mbd3 binding sites ± 2 kb sorted by Mbd2 occupancy (top panel) and Mbd2 enrichment over Mbd2 binding sites ± 2 kb sorted by Mbd3 occupancy (bottom panel) in control (*EGFP* KD), *Mbd2* KD, or *Mbd3* KD ES cells. The profiles shown in the browser tracks, aggregation plots, and heatmaps represent the average of two biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.21964.015

**Figure 5—figure supplement 1.**
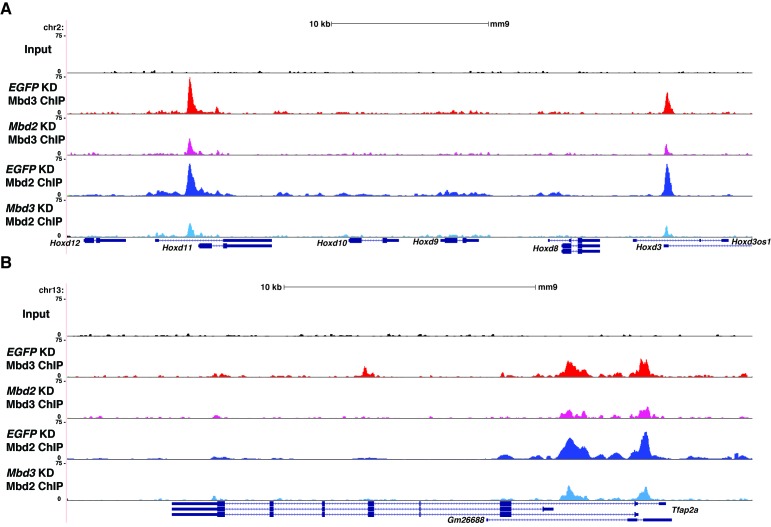
Interplay between Mbd3 and Mbd2. (**A–B**) Genome browser tracks of replicate ChIP-seq experiments examining Mbd3 or Mbd2 occupancy in control (*EGFP* KD), *Mbd2* KD, or *Mbd3* KD ES cells over example loci (*Hoxd* cluster (**A**) and *Tfap2a* (**B**)) show reduced occupancy of Mbd3 in *Mbd2* KD cells and of Mbd2 in *Mbd3* KD cells over the promoter-proximal regions of *Hoxd3*, *Hoxd11*, and *Tfap2a*. **DOI:** http://dx.doi.org/10.7554/eLife.21964.016

**Figure 5—figure supplement 2.**
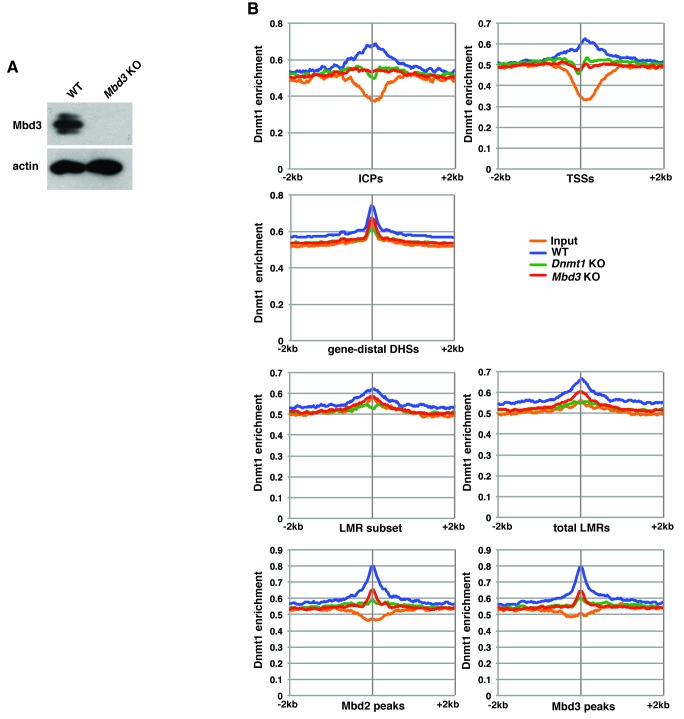
Mbd3 is required for Dnmt1 occupancy in ES cells. (**A**) Western blot showing loss of Mbd3 expression in *Mbd3* KO ES cell line. β-actin serves as a loading control. (**B**) Aggregation plots of Dnmt1 ChIP-seq over ICPs, annotated TSSs, gene-distal DHSs, the LMR subset, total LMRs, Mbd2 peaks, and Mbd3 peaks ± 2 kb in wild-type (WT), *Dnmt1* KO, and *Mbd3* KO ES cells. **DOI:** http://dx.doi.org/10.7554/eLife.21964.017

Mbd3/NuRD was previously shown to play a role in methylation of promoter-proximal regions in cancer cell lines by helping recruit DNA methyltransferase enzymes to specific loci (Cai et al., 2014; Choi et al., 2013; Morey et al., 2008). To investigate whether this potential mechanism of regulation was also operational in ES cells, we examined the binding profile of Dnmt1 in *Mbd3* KO cells (Figure 5—figure supplement 2). We found that *Mbd3* KO cells (Figure 5—figure supplement 2A) showed a general loss of Dnmt1 binding, with Dnmt1 occupancy decreased relative to WT cells at all genomic locations examined (Figure 5—figure supplement 2B). These data show Dnmt1 relies on *Mbd3* for proper binding. Therefore, the decreased methylation, hydroxymethylation, and Mbd2 binding observed upon depletion of *Mbd3* may be attributed (at least in part) to loss of chromatin binding by Dnmt1.

### Overlapping effects of *Dnmt1*, *Tet1*, *Mbd3*, or *Mbd2* loss on gene expression

The various interdependencies detailed above make an additional functional prediction – that *Dnmt1*, *Tet1*, *Mbd3*, and *Mbd2* should have overlapping roles in gene regulation in ES cells. To test this, we used DNA microarrays to examine the changes in mRNA levels upon *Dnmt1* KD, *Tet1* KD, *Mbd3* KD, *Mbd2* KD, and (since it is a key constituent of both NuRD complexes in ES cells) *Chd4* KD. 

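RNA from E14 ES cells, a mouse embryonic stem cell line, was measured 48 hr after knockdown (KD) on 12 one-colour Agilent arrays. There were 2 arrays for each of 6 groups, which were control (EGFP KD), Dnmt1 KD, Tet1 KD, Mbd3 KD, Mbd2 KD and Chd4 KD. The authors deposited the scanner's output for each array, and the processed signal was used, which is an intensity corrected for background and not normalized between arrays. Each array was divided by its own 75th percentile, which lay between 1784.5 and 2451.6, and log2 values were taken. Of 39429 probes, between 30321 and 37535 per array were well above background, and between 1036 and 1305 were saturated. Probes well above background on both arrays of at least 1 group were kept, and the brightest probe stood for each gene, which left 29546 genes. The arrays lay on 3 slides. Slide 1 held replicate 1 of EGFP KD, Mbd2 KD, Dnmt1 KD and Mbd3 KD. Slide 2 held both replicates of Tet1 KD, replicate 1 of Chd4 KD and replicate 2 of EGFP KD. Slide 3 held replicate 2 of Dnmt1 KD, Mbd3 KD, Mbd2 KD and Chd4 KD, and no control. Only 2 arrays per group limit the precision of every value.

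The mRNA of each targeted gene was compared first, as log2 fold changes over EGFP KD from limma with Benjamini-Hochberg adjustment over all genes. Mbd3 (probe A_66_P127024) had a log2 signal of 1.45 ± 0.16 (SD, n = 2) in Mbd3 KD and 4.41 ± 0.11 (SD, n = 2) in EGFP KD. The log2 fold change was -2.96 (standard error 0.14, limma adjusted p = 0.0039). Chd4 changed by -1.28 in Chd4 KD (standard error 0.24, limma adjusted p = 0.042), and that call was lost in 14 of 24 alternatives, among them quantile normalization and leaving out either EGFP KD array. Dnmt1 changed by -1.99 in Dnmt1 KD (standard error 0.39), on both arrays, with a limma adjusted p of 0.39. Tet1 (probe A_55_P2122997) differed by -1.81 from the EGFP KD mean on the array labelled Tet1 KD replicate 2, but by -0.02 on the array labelled Tet1 KD replicate 1. It differed by -1.79 on the array labelled Mbd2 KD replicate 1 and by -0.19 on the array labelled Mbd2 KD replicate 2. Mbd2 (probe A_66_P133043) differed by -1.77 on the array labelled Mbd2 KD replicate 2 and by -1.75 on the array labelled Tet1 KD replicate 1, but by only -0.24 on the array labelled Mbd2 KD replicate 1. A brighter Mbd2 probe (A_55_P2036526) changed little on both arrays labelled Mbd2 KD, with -0.08 and -0.07. By A_55_P2122997 and A_66_P133043 the targeted gene thus goes against the label on 1 array labelled Tet1 KD and on 1 array labelled Mbd2 KD. All arrays were kept under their labels, so by these probes each value for Tet1 KD or Mbd2 KD averages 1 array on which the targeted mRNA was low and 1 on which it was not.

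**Figure D1:**
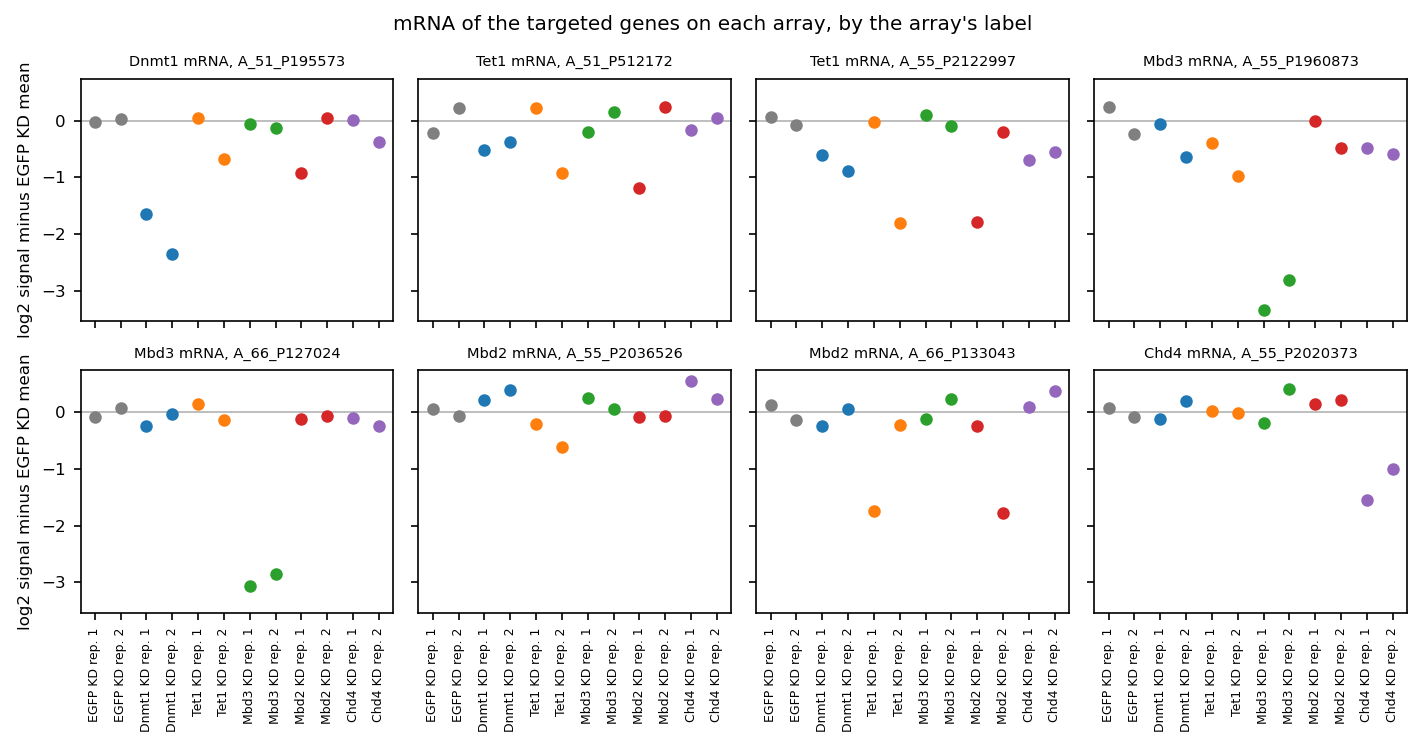
Log2 signal of the probes for the 5 targeted genes, minus the mean of the 2 EGFP KD arrays, with 1 point per array in the order and colour of the arrays' labels. Tet1 (A_55_P2122997) is lowest on the arrays labelled Tet1 KD replicate 2 (-1.81) and Mbd2 KD replicate 1 (-1.79), and Mbd2 (A_66_P133043) on the arrays labelled Mbd2 KD replicate 2 (-1.77) and Tet1 KD replicate 1 (-1.75).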

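Pearson correlations between the log2 fold changes of 2 KDs were taken across the 29546 genes, which are not independent replicates. Over the 10 pairs of KDs the median correlation was 0.488. The highest was 0.714, for Dnmt1 KD and Mbd3 KD, followed by 0.687 for Dnmt1 KD and Mbd2 KD, 0.648 for Mbd3 KD and Mbd2 KD, and 0.57 for Mbd3 KD and Chd4 KD. Correlations with Tet1 KD were 0.291 for Dnmt1 KD, 0.314 for Mbd3 KD, 0.334 for Mbd2 KD and 0.508 for Chd4 KD. Dnmt1 KD and Chd4 KD gave 0.468, and Mbd2 KD and Chd4 KD gave 0.457. All 5 KDs were compared with the same 2 EGFP KD arrays, which correlates them in the absence of any effect. In 100 simulated data sets of 12 unchanged arrays, where the KDs likewise shared 2 simulated control arrays, with independent noise for each gene, the median correlation was on average 0.499. When the differences between slides, as estimated from these arrays, were added to the simulation it was 0.572. The simulated correlations then ranked the 10 pairs with a Spearman correlation of 0.87 to the observed ones, which is no independent check. In 3 pairs the observed correlation was above every value simulated with slides, and these were Tet1 KD with Dnmt1 KD (highest simulated 0.178), with Mbd3 KD (0.178) and with Mbd2 KD (0.18). Mbd3 KD and Chd4 KD lay within the simulated range (0.558 to 0.587). All other pairs lay below every value simulated with slides, such as Dnmt1 KD and Mbd3 KD (lowest simulated 0.739). With slide as a block in the fit, the observed median was 0.407. When the 2 KDs of a pair shared no array, it was 0.036, with pairs between 0.012 and 0.092, which was the alternative that lowered it most. Each KD was then 1 array minus 1 EGFP KD array, often from another slide. That adds noise and slide differences, so the fall cannot be put down to the shared arrays alone. Without EGFP KD replicate 2 the median rose to 0.74, and without the array labelled Mbd2 KD replicate 2 it fell to 0.306.

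The size of the effects was compared as the median absolute log2 fold change over all genes. It was 0.212 in Dnmt1 KD, 0.195 in Tet1 KD, 0.251 in Mbd3 KD, 0.189 in Mbd2 KD and 0.258 in Chd4 KD, where simulated unchanged groups gave 0.18. The mean for Tet1 KD and Mbd2 KD, as labelled, was 0.799 of the mean for the other KDs. Replicates 1 and 2 gave 0.188 and 0.338 in Dnmt1 KD, 0.209 and 0.227 in Tet1 KD, 0.216 and 0.364 in Mbd3 KD, 0.159 and 0.309 in Mbd2 KD and 0.236 and 0.352 in Chd4 KD. The ratio was 1.051 without the array labelled Mbd2 KD replicate 1, and between 0.52 and 0.93 in every other alternative that gives a ratio. From correlated profiles, the paper proposes that the factors share many of their target genes, and it states that Tet1 KD and Mbd2 KD generally had the weaker effects, which it relates to the milder phenotypes of Mbd2 loss.

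**Figure D2:**
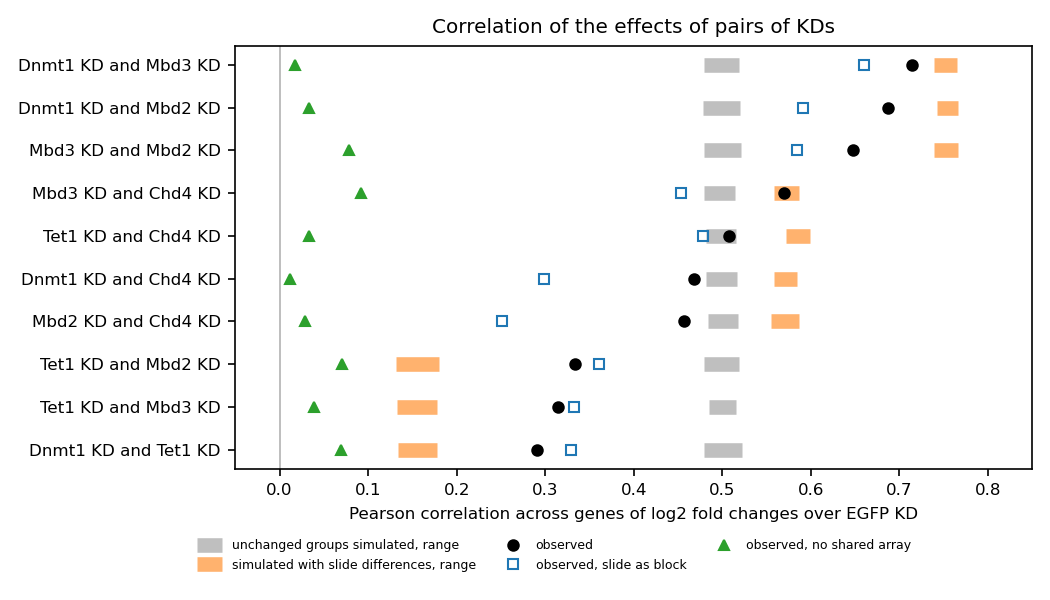
Pearson correlation across genes of the log2 fold changes over EGFP KD, with 1 line for each of the 10 pairs of KDs. Grey and orange bars give the range of 100 simulated sets of unchanged groups, without and with differences between slides. Black points are observed (0.291 to 0.714) and open squares have slide as a block. Triangles (0.012 to 0.092) share no array, with each KD taken as 1 array minus 1 EGFP KD array, which also adds noise.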

We observed well-correlated gene expression profiles in ES cells knocked down individually for these factors (Figure 6—figure supplement 1, Table 3), suggesting a significant overlap in their sets of target genes, although *Tet1* KD and *Mbd2* KD generally had weaker effects on gene expression (Figure 6A), consistent with the less severe phenotypes observed upon *Mbd2* loss (Günther et al., 2013; Hendrich et al., 2001). Together, these data are consistent with a model in which these chromatin remodeling factors and DNA modifications coordinate to control gene activity in ES cells.

**Figure 6.**
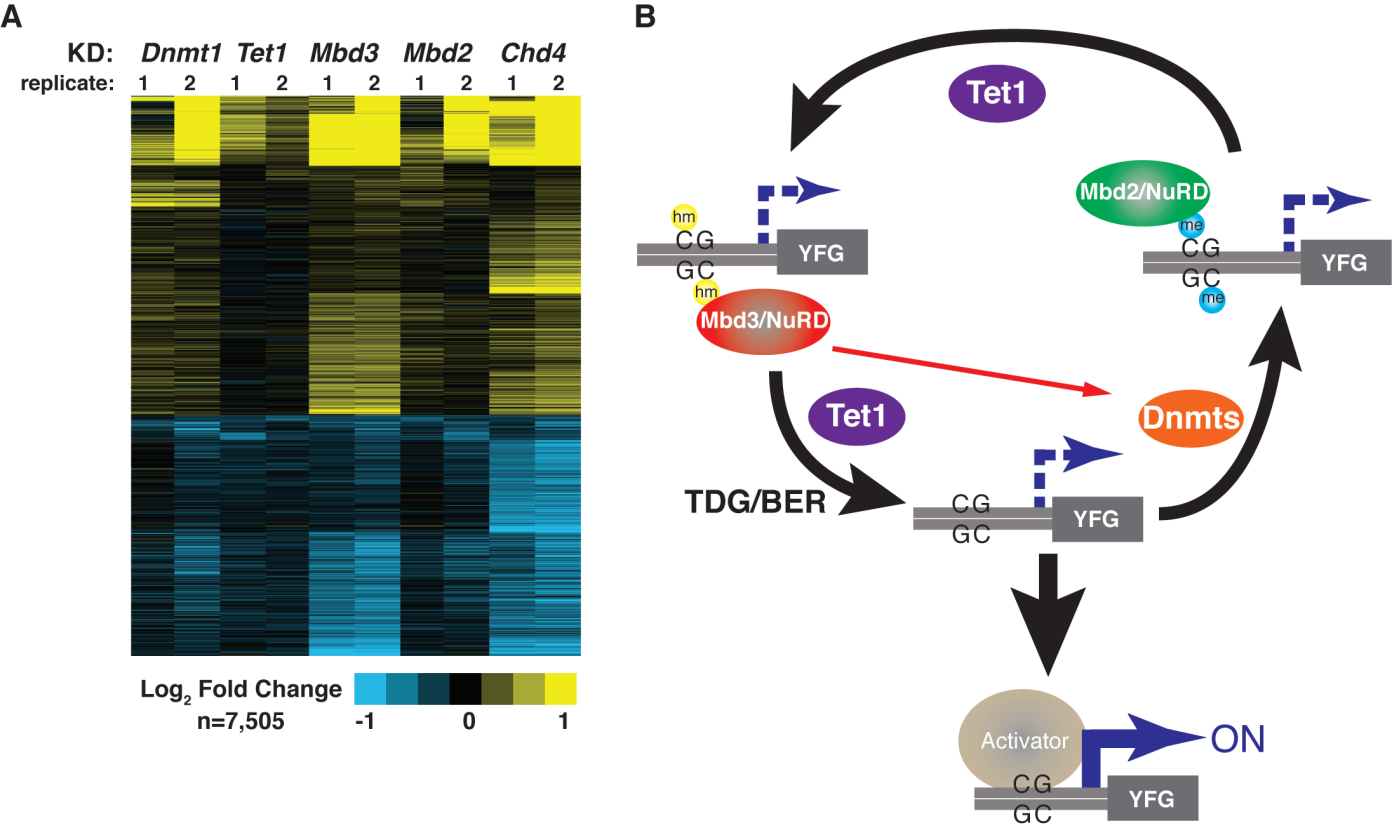
KD of DNA methylation/hydroxymethylation machinery or its readers results in similar effects on gene expression. (**A**) K-means clustering (k = 3) of genes misregulated (adjusted p<0.05) upon *Dnmt1* KD, *Tet1* KD, *Mbd3* KD, *Mbd2* KD, or *Chd4* KD. Upregulated genes are indicated in yellow and downregulated genes are indicated in blue. (**B**) Model for interdependent regulatory mechanism mediated by DNA methylation/hydroxymethylation and readers of 5mC/5hmC. The DNA methylation/hydroxymethylation machinery (Dnmt1 and Tet1) and its readers (Mbd3 and Mbd2) form a regulatory loop where disruption of one factor results in altered methylation patterns and MBD binding. Binding of a gene activator to unmethylated site, loss of methylation by another mechanism, or loss of a reader of 5mC/5hmC can break the regulatory loop. YFG (your favorite gene) indicates a generic gene body. **DOI:** http://dx.doi.org/10.7554/eLife.21964.018

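Genes were called at a limma adjusted p under 0.05, the paper's threshold, within each comparison with EGFP KD. In Chd4 KD 946 genes were called, 581 higher and 365 lower, and in Mbd3 KD 225 were called, 140 higher and 85 lower. limma called 0 genes in Dnmt1 KD, Tet1 KD and Mbd2 KD, where 1379, 841 and 610 genes had an unadjusted p under 0.05. The smallest adjusted p in these KDs was 0.077, 0.55 and 1. Together 1023 genes were called in at least 1 KD. The alternative that lowered the counts of Mbd3 KD and Chd4 KD most was to fit only the 4 arrays of each comparison, which called 0 genes in every KD. With slide as a block, 57 genes were called in Mbd3 KD, 46 of them among the 225, and 1296 in Chd4 KD, 791 of them among the 946. Without EGFP KD replicate 1 the counts were 28 in Mbd3 KD and 317 in Chd4 KD. Without the array labelled Mbd2 KD replicate 2, 47 genes were called in Mbd2 KD, and without EGFP KD replicate 2, 37 were called in Dnmt1 KD and 30 in Tet1 KD. K-means clustering with k = 3 on the log2 fold changes of the 10 KD arrays divided the 1023 genes into clusters of 404, 431 and 188. The cluster of 404 genes had median log2 fold changes of -0.95 in Chd4 KD and -0.55 in Mbd3 KD, and between -0.11 and -0.1 in the other KDs. The cluster of 188 genes had medians of 1.84 in Chd4 KD, 0.95 in Mbd3 KD, 0.39 in Dnmt1 KD, 0.14 in Tet1 KD and 0.12 in Mbd2 KD. The cluster of 431 genes had medians of 1.01 in Chd4 KD, 0.28 in Mbd3 KD, 0.15 in Dnmt1 KD, 0.07 in Tet1 KD and 0 in Mbd2 KD. Without EGFP KD replicate 1 the cluster with the highest mean held 2 genes, and without the array labelled Mbd2 KD replicate 2 it held 523. Since every one of these genes was called in Chd4 KD or Mbd3 KD, the clusters describe mainly those KDs.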

**Figure 6−figure supplement 1.**
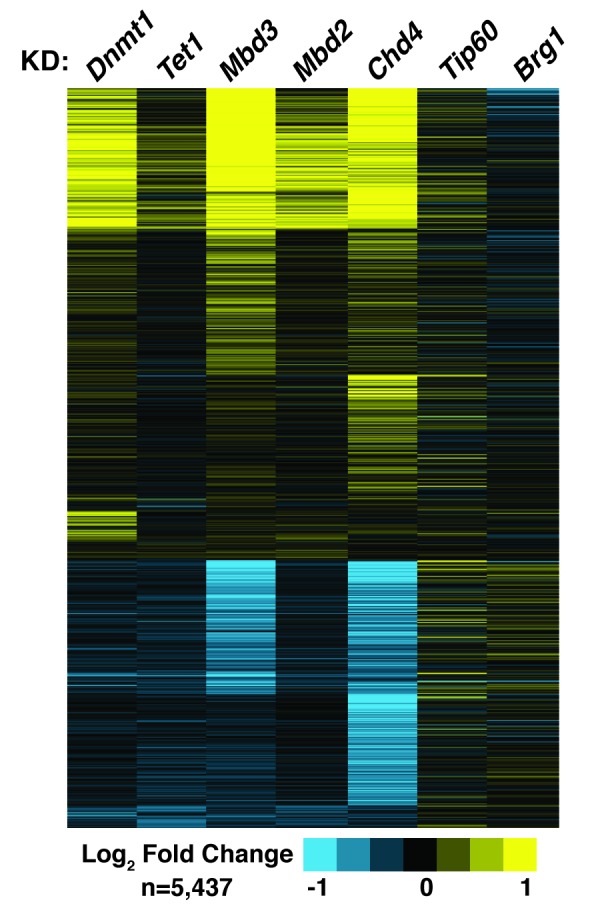
*Dnmt1* KD, *Tet1* KD, *Mbd3* KD, *Mbd2* KD, or *Chd4* KD have correlated effects on gene expression. Genes misregulated (adjusted p<0.05) upon *Dnmt1* KD, *Tet1* KD, *Mbd3* KD, *Mbd2* KD, *Chd4* KD, *Tip60* KD, or *Brg1* KD. *Tip60* KD and *Brg1* KD expression data were downloaded from GSE31008. *Dnmt1* KD, *Tet1* KD, *Mbd3* KD, *Mbd2* KD, or *Chd4* KD expression data were averaged from biological duplicate datasets. Upregulated genes are indicated in yellow and downregulated genes are indicated in blue. **DOI:** http://dx.doi.org/10.7554/eLife.21964.019

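Before averaging, the correlations across genes differed between the replicates of the same pair of KDs. For Dnmt1 KD and Chd4 KD the correlation was 0.033 among arrays of replicate 1, which lie on different slides, and 0.634 among arrays of replicate 2, which lie on the same slide. For Mbd2 KD and Chd4 KD, as labelled, it was -0.04 and 0.63 in the same comparison. For Dnmt1 KD and Mbd3 KD, which share a slide in both replicates, it was 0.547 and 0.831. For Mbd3 KD and Chd4 KD it was 0.251 and 0.672. Pairs with Tet1 KD, as labelled, lie on different slides in both replicates except with Chd4 KD, and also differed. They gave 0.02 and 0.3 with Dnmt1 KD, 0.137 and 0.281 with Mbd3 KD, and -0.003 and 0.356 with Mbd2 KD, so sharing a slide does not account for every difference between replicates. The arrays of Dnmt1 KD, Mbd3 KD and Mbd2 KD lay on slide 1 in replicate 1 and on slide 3 in replicate 2. Differences between slides thus stay a possible cause. Tet1 KD and Chd4 KD, which share a slide in replicate 1 only, gave 0.547 and 0.332, higher where the slide was shared.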

## Discussion

The role of cytosine methylation in the regulation of Mbd3 and Mbd2 binding to chromatin has been controversial. Here, we sought to address these conflicting data. Several differences in study design may help explain some of the discrepancies between our previous studies and those reported by Baubec et al. First, whereas endogenous Mbd3 was examined in ChIP studies performed in Yildirim et al., the bio-tagged Mbd3 in Baubec et al. was overexpressed [see Figure S1F from Baubec et al. (2013)]. Since overexpression of proteins can promote promiscuous binding as assayed by ChIP (Baresic et al., 2014; Fernandez et al., 2003), it is possible some of the peaks of Mbd3 binding identified by this method are non-physiological. Second, all Mbd3 isoforms were immunoprecipitated in the Yildirim study, rather than the single largest isoform examined in Baubec et al. Third, whereas Yildirim et al. examined Mbd3 binding to promoter-proximal regions of genes, Baubec et al. focused mainly on a subset of LMRs and ICPs. Regardless of these differences, comprehensive analysis of the data available from Baubec et al. revealed a strong reduction in Mbd3 binding in TKO cells at the majority of bio-Mbd3 binding sites (Figure 1B–C). Similarly, our re-analysis of the bio-Mbd2 ChIP-seq data also revealed a strong reliance on DNA methylation (Figure 1D–E).

To more thoroughly address the role of DNA methylation in the regulation of Mbd3 and Mbd2 binding in ES cells, we performed a series of ChIP-seq experiments for endogenous Mbd3 and Mbd2 in *Dnmt1* or *Tet1* KD cells. Duplicate ChIP-seq experiments performed with polyclonal antibodies targeting the endogenous MBD proteins (Figure 2), independent triplicate ChIP-qPCR experiments performed with the same polyclonal antibodies in *Dnmt1* KD, *Tet1* KD, or *Dnmt1* KO cells (Figure 2—figure supplement 2), and ChIP experiments performed on endogenously C-terminal FLAG-tagged versions of Mbd2 or Mbd3 (Figure 2—figure supplement 3) all yielded the same result: depletion of *Dnmt1* or *Tet1* results in reduced binding of Mbd3 and Mbd2 throughout the genome. Furthermore, experiments utilizing point mutations that eliminate the catalytic activity of Tet1 demonstrated the DNA demethylase activity of Tet1 is necessary for Mbd3 and Mbd2 binding (Figure 3) and (along with data from *Dnmt1* KO cells) show that our findings are not an artifact of potential off-target effects from RNAi. These data, together with a re-evaluation of published data, conclusively demonstrates the requirement for DNA methylation/hydroxymethylation for normal chromatin binding by Mbd3 and Mbd2 in ES cells.

Having confirmed a role for cytosine methylation in Mbd3 and Mbd2 binding to DNA in ES cells, we sought to further investigate the mechanism through which DNA methylation regulates binding of these factors. Previous studies revealed that Mbd3 is required for 5mC at some locations in ES cells (Latos et al., 2012), but may prevent methylation at other sites (Cui and Irudayaraj, 2015). Our data examining 5mC and 5hmC enrichment genome-wide reveals a decrease in global 5mC and 5hmC levels in ES cells depleted of Mbd3 or Mbd2 (Figure 4). This decrease is likely due to the reduction in Dnmt1 binding throughout the genome we observed in *Mbd3* KO cells (Figure 5—figure supplement 2), consistent with findings in cancer cell lines (Cai et al., 2014; Choi et al., 2013; Morey et al., 2008), although other mechanisms may also contribute to this phenomenon.

Consistent with previous studies (Günther et al., 2013), we found that Mbd3 and Mbd2 binding overlap at many locations. This observation, along with the fact that *Mbd3* is necessary for normal DNA methylation, suggested *Mbd3* might be indirectly necessary for chromatin binding by Mbd2. We therefore investigated the potential interplay between these factors and found that Mbd2 requires *Mbd3* for binding, and vice versa, throughout the genome (Figure 5). Together these data support a model in which Mbd3 and Mbd2 rely on DNA methylation and hydroxymethylation for binding, while these factors are also required for DNA methylation and hydroxymethylation. Such a model must be consistent with the following observations: (1) DNA methylation is necessary for proper Mbd2 and Mbd3 localization (as shown by *Dnmt1* KD and KO experiments described in this study). (2) DNA demethylation is required for proper Mbd2 and Mbd3 localization (*Tet1* KD and *Tet1c.i.* studies here, and data from Yildirim et al. (2011)). (3) Mbd2 binds DNA harboring 5mC (Hendrich and Bird, 1998; Zhang et al., 1999) and Mbd3 binds DNA binding 5hmC much more strongly than DNA containing 5mC (Yildirim et al., 2011). (4) *Mbd2* and *Mbd3* are required for normal levels of both 5mC and 5hmC (MeDIP/hMeDIP, TLC, and other experiments described in this study). (5) Dnmt1 localization depends on *Mbd3* (ChIP studies described in this study). (6) RNAi-mediated depletion of *Mbd2*, *Mbd3*, *Dnmt1*, *Tet1*, or *Chd4* results in misregulation of many of the same genes (expression profiling described in this study). Therefore, we propose that these two MBD proteins and DNA modifications all contribute to a regulatory loop that modulates gene expression (Figure 6B). Consequently, upon disruption of any component of this regulatory loop (through depletion, KO, or mutation of the catalytic domain), the gene regulatory outcome is similar in ES cells: binding of both NuRD complexes is reduced, altering gene expression. 

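Of the 1023 genes called in any KD, 875 were called in 1 KD and 148 in 2 KDs, all of these in Mbd3 KD and Chd4 KD. Only those KDs had called genes, so 0 in 3 or more KDs was fixed in advance and is no test of overlap. Of the 148 genes, 146 changed in the same direction, and the 148 are 65.8% of the genes called in Mbd3 KD. Simulated KDs with the same effect sizes at random genes, against shared simulated control arrays, had fewer calls, on average 45.5 for Mbd3 KD and 374.6 for Chd4 KD. They shared 1.7 calls in the same direction on average and 8 at most. With slide as a block the shared calls in the same direction were 41, and without EGFP KD replicate 1, or without Mbd3 KD replicate 1, they were 23. At an unadjusted p under 0.05, a threshold chosen after seeing the data, 6160 genes passed in at least 1 KD. Of these, 1670 passed in 2 KDs, 508 in 3, 137 in 4 and 52 in all 5. At that threshold Mbd3 KD and Chd4 KD had 1470 genes in the same direction, Dnmt1 KD shared 567 with Mbd3 KD and 517 with Chd4 KD, and the other 7 pairs, each with Tet1 KD or Mbd2 KD as labelled, shared between 153 and 308. The lists differ in length, from 610 genes in Mbd2 KD to 3782 in Chd4 KD, so these counts do not rank the pairs by overlap. Effects were simulated only at as many random genes as were called, so the simulated Dnmt1 KD, Tet1 KD and Mbd2 KD held none. Simulated lists held 1505.9 to 2205.5 genes on average. Pairs of them had 390.3 to 407.2 genes in the same direction, with control arrays shared. Pairs with Tet1 KD or Mbd2 KD lay below that range. The lists of Tet1 KD (841) and Mbd2 KD (610) were also shorter than those simulated (1505.9 and 1508.4). The overlaps of these pairs thus neither show nor exclude common targets. Mbd3 KD and Chd4 KD, with 1470, lay above the highest simulated value, 476. Dnmt1 KD with Mbd3 KD (567) and with Chd4 KD (517) lay above 437 and 441, their highest simulated values. The lists of Mbd3 KD (2853) and Chd4 KD (3782) were longer than those simulated (1673.7 and 2205.5). Part of each excess may thus come from list length, which these counts cannot separate from common targets.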

While the molecular mechanisms underlying these interdependencies are unclear, physical interactions between Mbd3 and DNA methylation/hydroxymethylation proteins have previously been observed (Cai et al., 2014; Yildirim et al., 2011). Furthermore, predictive studies utilizing published ChIP-seq datasets suggest interdependency between the Mbd2 and Tet1 proteins in ES cells (Juan et al., 2016).

How widespread are the interdependencies among Mbd2, Mbd3, and the DNA modification machinery? *Mbd2* KO mice are viable and fertile, whereas *Mbd3* KO mice are lethal (Hendrich et al., 2001; Kaji et al., 2006; Reynolds et al., 2012). *Mbd3* is required for ES cell differentiation, suggesting Mbd3 may be sufficiently functional in the absence of Mbd2 for its essential roles in vivo. Consistent with this possibility, *Mbd3* KD had a stronger effect on some shared Mbd2/Mbd3 target genes than *Mbd2* KD in ES cells. 

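Of the genes, 0 were called by limma in both Mbd3 KD and Mbd2 KD, and 336 had an unadjusted p under 0.05 in both. Genes to compare were taken, after seeing the data, as the 308 of these that changed in the same direction. Sharing control arrays can by itself give such a list. Simulated KDs had 392.4 such genes on average, with effects at random genes in Mbd3 KD and none in Mbd2 KD. They came from lists of 1673.7 and 1508.4 genes where 2853 and 610 were observed. The 308 thus neither show nor exclude shared targets. Of the 308, 228 (74%) had the larger absolute log2 fold change in Mbd3 KD. In the limma comparison of Mbd3 KD with Mbd2 KD, which does not use the EGFP KD arrays, 6 of the 308 genes had an adjusted p under 0.05 over all genes and 25 when adjusted over the list alone. The share of such genes with the larger change in Mbd3 KD fell to 45.7% without the array labelled Mbd2 KD replicate 1 and to 53.8% without the array labelled Mbd2 KD replicate 2, and rose to 92.4% without Mbd3 KD replicate 1. Since the Tet1 and Mbd2 probes go against 1 label of Mbd2 KD, the direction holds only for the arrays as labelled. Over all genes 154 differed between Mbd3 KD and Mbd2 KD, 108 of them higher in Mbd3 KD. Without Mbd3 KD replicate 1 that count was 22. Of the 154 genes, 151 had the larger absolute change from EGFP KD in Mbd3 KD, as labelled. They were picked by their difference between these KDs, so they do not speak for other genes. Across all genes the difference between these KDs correlated at 0.174 between slide 1 and slide 3.

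Ppp2r2c (probe A_51_P461779) had a log2 signal of 0.89 ± 0.02 (SD, n = 2) in Mbd3 KD and -1.45 ± 0.12 (SD, n = 2) in EGFP KD. Its log2 fold change was 2.33 in Mbd3 KD (standard error 0.16, limma adjusted p = 0.0055) and 2.30 in Chd4 KD (limma adjusted p = 0.0013), but -0.11 in Mbd2 KD (limma adjusted p = 1). Cldn7 rose by 1.90 in Mbd3 KD (standard error 0.27, limma adjusted p = 0.036), a call lost in 17 of 24 alternatives, among them slide as a block, and changed by 0.09 in Mbd2 KD. Farp1 had a log2 fold change of 1.35 in Mbd3 KD (standard error 0.38), with a limma adjusted p of 0.24, and -0.11 in Mbd2 KD. Among genes with the largest changes in Mbd3 KD, Slc38a5 had a log2 fold change of 2.80 (standard error 0.15, limma adjusted p = 0.0039), S100a14 of 2.63 (limma adjusted p = 0.015) and Ccno of -2.19 (limma adjusted p = 0.035). The call for Ccno was lost in 15 of 24 alternatives and that for S100a14 in 6, among them leaving out either EGFP KD array. The calls for Ppp2r2c and Slc38a5 in Mbd3 KD held in 22 and 23 of the 24.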

Alternatively, Mbd2/Mbd3 interdependence may be lost during differentiation, or within specific lineages, which may partially account for the different phenotypes of *Mbd2* and *Mbd3* KO mice. Further studies will be required to distinguish between these possibilities.

## Materials and methods

### Cell culture

Mouse ES cells were derived from E14 (Hooper et al., 1987 RRID:CVCL_C320) and were cultured as previously described (Chen et al., 2013). Cells have been verified that they are of male mouse origin through sequencing performed in this and previous studies, and were previously tested to ensure they were free of mycoplasma. RNAi-mediated KD was performed for 48 hr with endoribonuclease III digested siRNAs (esiRNAs) as previously described (Fazzio et al., 2008). The *Mbd3abc*-*3XFLAG* cell line was described previously (Yildirim et al., 2011).

### Generation of cell lines

To generate the *Mbd3a*-*3XFLAG* lines, the mouse *Mbd3a* coding sequence was amplified from cDNA, a 6XHis + 3 XFLAG tag was added to the 3’ end, and it was cloned into pLJM1-*EGFP* (courtesy of David Sabatini’s lab; Addgene plasmid # 19319) at the AfeI and BstBI sites, replacing the *EGFP* gene. 293T cells were transfected with pLJM1-*Mbd3a-3XFLAG* and Lenti-X plasmids (Clontech, Mountain View, CA, USA) via X-tremeGENE (Roche, Branford, CT, USA) to produce lentivirus. Virus was collected three times between 40 and 64 hr and concentrated as described previously (Chen et al., 2013). Virus was introduced to E14 ES cells with 8 µg/mL hexadimethrine bromide (Polybrene; Sigma, St. Louis, MO, USA). Cells were selected with puromycin, diluted to single clones, and screened for *Mbd3a-3XFLAG* expression by western blotting of whole cell lysates.

To generate the endogenously tagged *Mbd2*-*3XFLAG* lines, sequence corresponding to *Mbd2* exon six was synthesized (IDT, Coralville, IA, USA) with a 6XHis + 3 XFLAG tag before the stop codon and cloned into pBluescript before an internal ribosome entry site followed by a Neo^R^ gene and polyadenylation site, with ~2 kb of homology to either side of the *Mbd2* target site, which was amplified from genomic DNA. Oligonucleotides (F: CACCGTGAGGCGTAAGAATATGATC, R: AAACGATCATATTCTTACGCCTCAC) were cloned into pX330-puro^R ^(Cong et al., 2013) for expression of a guide RNA that targets Cas9 to the C-terminus of *Mbd2*, in order to increase efficiency of targeted homologous recombination with the homology template. The guide RNA was designed over the stop codon of the gene so that it could not target the homology construct or a recombined *Mbd2*-*3XFLAG*. The two plasmids were transfected together into E14 ES cells by electroporation, and the cells were subsequently selected with G418. Clones were screened by PCR on genomic DNA and by Western blot for FLAG-tagged Mbd2 on whole cell lysates.

*Dnmt1* and *Mbd3abc* knockout (KO) lines were created by CRISPR/Cas9 targeted double-strand breaks and error-prone DNA repair to generate frameshift mutations (Cong et al., 2013; Wang et al., 2013). Oligonucleotides for guide RNAs specific to *Dnmt1* exons 15 (F: CACCGGGTTAGGGTCGTCTAGGTGC, R: AAACGCACCTAGACGACCCTAACCC) or 20 (F: CACCGAAACTGGGCGTGGCGTAAGA, R: AAACTCTTACGCCACGCCCAGTTTC) or to *Mbd3* exon 5 (F: CACCGGTGTGTAGAGCACTCGCAA, R: AAACTTGCGAGTGCTCTACACACC) were cloned into pX330-puro. The plasmids were separately transfected into E14 ES cells by electroporation (for *Dnmt1* KO) or using FuGENE HD (Promega, Madison, WI, USA, for *Mbd3abc* KO) and clones were selected with puromycin. Candidates were screened by Western blotting of Dnmt1 or Mbd3 protein from whole cell lysates and by sequencing of PCRs on genomic DNA at the target sites.

*Tet1* catalytically inactive (*Tet1c.i*.) lines were generated by CRISPR/Cas9 targeted homologous recombination. Oligonucleotides (F: CACCGATTTTTGTGCCCATTCTCACA R: AAACTGTGAGAATGGGCACAAAAATC) were cloned into pX330-puro for a guide RNA that targets the *Tet1* catalytic site for Cas9 cleavage. A sequence harboring the *Tet1* H1652Y and D1654A mutations (previously demonstrated to eliminate Tet1 catalytic activity (Ito et al., 2010; Tahiliani et al., 2009)) was synthesized (IDT) with ~500 bp of homology to the genomic DNA on each side and cloned into pCR2.1 (Invitrogen, Grand Island, NY, USA). The two plasmids were transiently transfected together into E14 ES cells with FuGENE HD (Promega), and the cells were subsequently puromycin selected for ~40 hr to enrich for transfected cells. Clones were screened for incorporation of the mutations at both alleles by specific digestion by PsiI (NEB, Ipswich, MA, USA) of PCRs from genomic DNA. PCR products were sequenced. Western blots of whole cell lysates from the lines were performed to ensure that mutant Tet1 protein levels were unchanged relative to wild-type levels.

### RT-qPCR

RNA was isolated from cells using TRIzol (Invitrogen) and used to synthesize cDNA with random hexamers (Promega) as described (Hainer et al., 2015). cDNA was used in quantitative PCR reactions with *Dnmt1, Tet1, Mbd3, Mbd2, Chd4,* or *GAPDH* specific primers (see Table 2) and a FAST SYBR mix (KAPA Biosystems, Woburn, MA, USA) on an Eppendorf Realplex.

**Table 2.** Related to Figure 2—figure supplement 1–3. Primer list for qPCR. **DOI:** http://dx.doi.org/10.7554/eLife.21964.020

**Gene**	**Forward**	**Reverse**
Dnmt1	TGTTCTGTCGTCTGCAACCT	GCCATCTCTTTCCAAGTCTTT
Tet1	TCACAGGCACAGGTTACAAAAG	TCCTTACATTTTCAAGGGGATG
Mbd3	GGCCACAGGGATGTCTTTTACT	CTTGACCTGGTTGGAAGAATCA
Mbd2	AACCAAATTCACGAACCACC	CCTTGTAGCCTCTTCTCCCA
Chd4	AAGTTTGCAGAGATGGAAGAGC	GGTCGTAGTCCTGAATCTCCAC
Farp1	AACTGCAAGTCATTCTAAATCTCG	GGTATTCAATGCCAGAGACACA
Ppp2r2c	CGAATTATCCAGCTCTGCCTTA	TGGAGGAGAGACTTAGGGGTGT
Gpr83	GAGCCACCTTACTGTAGGGAATG	CACGCTCACCAGCTTTCTGTA
Cldn7	ACCTTTGGAAGAGCAGTCAGTG	CCTTCTCCATCCACACACTTTC
Tgfb1	AAGTCAGAGACGTGGGGACTTCTTG	AGTCTTCGCGGGAGGCGGGGT
Trh	TAATGCCTCTGACCTGGGATC	CCCACATCCTAATTCCAAAGTG

**Table 3.** Related to Figure 6−figure supplement 1. Correlation coefficients for pairwise combinations of factor KD. *Tip60* KD (a histone acetyltransferase with repressive functions in ES cells) and *Brg1* KD (an ATP-dependent chromatin remodeling enzyme) are included for comparison. **DOI:** http://dx.doi.org/10.7554/eLife.21964.021

Dnmt1	Tet1	Mbd3	Mbd2	Chd4	Tip60	Brg1	KD:
1.0	0.508	0.693	0.612	0.645	-0.033	0.051	Dnmt1
	1.0	0.441	0.551	0.475	-0.003	0.104	Tet1
		1.0	0.712	0.831	-0.101	0.308	Mbd3
			1.0	0.656	-0.027	0.033	Mbd2
				1.0	-0.094	0.269	Chd4
					1.0	0.199	Tip60
						1.0	Brg1

### Western blotting

Western blotting was performed as previously described (Hainer et al., 2015). From whole cell lysates, 30 μg of protein were separated by SDS-PAGE, transferred to nitrocellulose (Life Sciences, St Petersburg, FL, USA), and assayed by immunoblotting. The antibodies used to detect proteins were: anti-Dnmt1 (1:1000, Sigma D4692, RRID:AB_262096), anti-Tet1 (1:1000, Millipore, Billerica, MA, USA, 09–872, RRID:AB_10806199), anti-Mbd3 (1:1000, Bethyl Labs, Montgomery, TX, USA, A302-529A; RRID:AB_1998976), anti-Mbd2 (1:1000, Bethyl Labs A301-632A, RRID:AB_1211478), anti-Chd4 (1:1000, Bethyl Labs A301-082A, RRID:AB_873002), anti-FLAG M2 (1:10,000, Sigma F1804, RRID:AB_262044) and anti-β-actin (1:50,000, Sigma A1978, RRID:AB_476692).

### Chromatin immunoprecipitation (ChIP)-qPCR and ChIP-seq

ChIP experiments were performed as previously described (Hainer et al., 2015). Ten million cells were fixed, washed with ice-cold PBS, pelleted, lysed through sonication on high in a Bioruptor UCD-200 (Diagenode, Delville, NJ, USA) in SDS Lysis Buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0), and supernatants were saved. Input samples were stored (30 μL) at 4°C while the remainder of the sheared chromatin was combined with antibody-coupled protein A magnetic beads (NEB) and incubated at 4°C overnight with constant rotation. Mbd3 antibody (Bethyl Labs A302-529A, RRID:AB_1998976), Mbd2 antibody (Bethyl Labs A301-632A, RRID:AB_1211478), or Dnmt1 antibody (Sigma D4692, RRID:AB_262096) coupled protein A magnetic beads (NEB) were blocked with 5 mg/mL BSA overnight at 4°C, prior to incubation with sheared chromatin. Magnetic beads were washed, material was eluted at 65°C on a thermomixer, and the eluent was incubated at 65°C overnight to reverse crosslinking. Input DNA was diluted with 170 μL elution buffer (20 mM Tris-HCl pH 8.0, 100 mM NaCl, 20 mM EDTA, 1% SDS) and treated similarly. Samples were treated with RNaseA/T1 (Ambion, Carlsbad, CA, USA) followed by proteinase K (Ambion) and then PCI extracted. Ethanol precipitated ChIP-enriched DNA was then used for library construction or as a template for qPCR reactions.

FLAG-ChIP experiments were performed as previously described (Chen et al., 2013). Cells were fixed, washed with PBS, and pelleted. After resuspension and incubation with Lysis buffer 1 (50 mM HEPES KOH pH 7.6, 140 mM NaC, 1 mM EDTA, 10% (w/v) glycerol, 0.5% NP-40, 0.25% Triton X100), pellets were sheared in Lysis buffer 2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) for sonication in a Bioruptor. Sheared chromatin was incubated at 4°C overnight with protein G magnetic beads (NEB) pre-blocked and coupled with anti-Flag M2 (Sigma F1804, RRID:AB_262044). Magnetic beads were washed, material was eluted at 65°C on a thermomixer, and the eluent was incubated at 65°C overnight to reverse crosslinking. Input DNA was diluted with 170 μL elution buffer and treated similarly. Samples were treated with RNaseA/T1 (Ambion) followed by proteinase K (Ambion) and then PCI extracted. Ethanol precipitated, ChIP-enriched DNA was then used for library construction or as a template for qPCR reactions.

#### Library construction

Libraries of ChIP-enriched DNA were prepared as described previously (Chen et al., 2013). Samples were end-repaired, A-tailed, and adaptor-ligated with DNA purification over a column between each step. DNA was PCR amplified with KAPA HiFi polymerase using 16 cycles of PCR. Each library was size-selected on a 1% agarose gel, its concentration determined, and the integrity was confirmed by sequencing ~10 fragments from each library. Libraries were sequenced on an Illumina HiSeq2000 using single-end sequencing at the UMass Medical School deep sequencing core facility.

#### Data analysis

Single-end fastq reads were split by barcode adapter sequences, adapter sequences were removed, and reads were mapped to the mm9 genome using bowtie (RRID:SCR_005476), allowing up to three mismatches. Aligned reads were processed in HOMER (Heinz et al., 2010, RRID:SCR_010881). Genome browser tracks were generated from mapped reads using the ‘makeUCSCfile’ command. Peaks were called using the ‘findPeaks’ command after reads were mapped. Peaks were called individually from replicate datasets and those peaks enriched in both datasets were retained. Mapped reads were aligned over specific regions using the ‘annotatePeaks’ command to make 20 bp bins over regions of interest and sum the reads within each window. Experiments were aligned over the following datasets: TSS reference sites (from HOMER software), intermediate CpG promoters (ICPs, defined in (Weber et al., 2007), low methylated regions (LMRs from (Stadler et al., 2011) with or without additional selection criteria used by Baubec et al. – exclusion of LMRs under 150 bp and within 3 kb of other LMRs, referred to as 'LMR subset'), DNaseI hypersensitive sites (DHSs) from mouse ENCODE data (GSM1014154) with TSS locations removed, Mbd3 peaks (peaks called from both *EGFP* KD Mbd3 ChIP-seq libraries using the ‘findPeaks’ command in HOMER with input as a control) and Mbd2 peaks (peaks called from both *EGFP* KD Mbd2 ChIP-seq libraries using the ‘findPeaks’ command in HOMER with input as a control). After anchoring mapped reads over reference sites, aggregation plots were generated by averaging data obtained from biological replicates. Overlapping peaks for Figure 2B were identified using the ‘mergePeaks’ command.

Analysis of data from (Baubec et al., 2013) was performed similarly. Data were downloaded from GSE39610 (see Table 1 for SRA numbers) and converted to fastq files using SRA dump. Barcodes were trimmed where necessary, and reads were mapped to the mm9 genome using bowtie (RRID:SCR_005476), allowing up to three mismatches. Aligned reads were processed in HOMER (Heinz et al., 2010, RRID:SCR_010881) and analysis was confirmed independently using R and Macs2. Peaks for bio-Mbd2, bio-Mbd3, bio-Mbd1a, bio-Mbd1b, bio-Mbd4, or bio-MeCP2 were called using the ‘findPeaks’ command after reads were mapped and separately called using Macs2 to confirm validity of called peaks. Mapped reads were aligned over specific regions using the ‘annotatePeaks’ command to make 20 bp bins over regions of interest and sum the reads within each window. Experiments were aligned over the same genomic features described above and bio-Mbd3 peaks (called from bio-Mbd3 ChIP-seq in WT cells using ‘findPeaks’ command in HOMER with pooled input as a control), bio-Mbd2 peaks (called from bio-Mbd2 ChIP-seq in WT cells using ‘findPeaks’ command in HOMER with pooled input as a control), bio-Mbd1a peaks (called from bio-Mbd1a ChIP-seq in WT cells using ‘findPeaks’ command in HOMER with pooled input as a control), bio-Mbd1b peaks (called from bio-Mbd1b ChIP-seq in WT cells using ‘findPeaks’ command in HOMER with pooled input as a control), bio-Mbd4 peaks (called from bio-Mbd4 ChIP-seq in WT cells using ‘findPeaks’ command in HOMER with pooled input as a control), or bio-MeCP2 peaks (called from bio-MeCP2 ChIP-seq in WT cells using ‘findPeaks’ command in HOMER with pooled input as a control). To confirm this analysis, bio-Mbd2 and bio-Mbd3 data were downloaded and mapped independently and mapped reads were annotated and summarized using the Bioconductor package ChIPpeakAnno (Zhu et al., 2010; Zhu, 2013, RRID:SCR_012828). Furthermore, bio-Mbd2 and bio-Mbd3 peaks were confirmed independently by calling peaks from WT bio-Mbd2 or WT bio-Mbd3 ChIP-seq experiments, respectively, using Macs2. Finally, we re-analyzed a subset of these data after re-aligning reads (using bowtie, RRID:SCR_005476) while allowing only two mismatches instead of three. The use of two or three mismatches during alignment had no effect on the results.

Analysis of LMRs was performed as follows. LMR locations were downloaded from Stadler et al. (2011) (referred throughout as 'total LMRs'). As per the description in Baubec et al. (2013), LMRs < 150 bp and within 3 kb of other LMRs or unmethylated regions were removed (referred throughout as 'LMR subset'). The LMRs not included in this subset are referred throughout as 'removed LMRs'. To assess the genomic locations of these LMRs, the peaks were annotated in HOMER (Heinz et al., 2010, RRID:SCR_010881) using the ‘annotatePeaks’ command.

Mbd3 ChIP-seq data from (Yildirim et al., 2011) was downloaded and converted to fastq using SRA-dump from GSE31690. Reads were mapped to the mm9 genome using bowtie, allowing up to three mismatches. Aligned reads were processed in HOMER (Heinz et al., 2010). Mapped reads were aligned over gene-distal DHSs. Replicates for Mbd3 ChIP-seq in control cells were examined and resulted in similar profiles. Only replicate 2 (which has higher read coverage) is shown in Figure 2—figure supplement 4E.

### Methylated and hydroxymethylated DNA immunoprecipitation sequencing (MeDIP-seq and hMeDIP-seq)

MeDIPs and hMeDIPs were performed as previously described (Mohn et al., 2009) with slight modifications. Genomic DNA was isolated from ES cells by resuspending cells in ES cell lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM EDTA, 10 mM NaCL, 0.5% sarkosyl), treating with RNase A/T1 (Ambion), and incubating with 1 μg/μL proteinase K overnight at 55°C. DNA was cleaned through PCI extraction and isopropanol precipitation. Genomic DNA was then diluted to 20 ug/mL in TE buffer and sonicated in a Bioruptor UCD-200 (Diagenode) on low for 20 min with intervals of 15 s on/15 s off at 4°C. Sheared DNA (ranging in size from 200 to 600 bp) was prepared for deep sequencing and further processed by end-repairing, A-tailing, and adaptor-ligating as previously described for MNase-Seq libraries (Hainer et al., 2015) with DNA purification through PCI extraction and ethanol precipitation between each step. Of the prepared DNA, 1.5 μg was diluted in TE buffer up to 450 μL, denatured for 10 min at 95°C and immediately transferred to ice for 10 min. Of the prepared DNA, 1.5 μg was stored for input samples. Denatured DNA was then incubated with 50 μL 10X DNA IP buffer (100 mM Na-HPO_4_ pH 7.0, 1.4 M NaCl, 0.5% Triton X-100) and either 1.5 μL anti-5mC (Eurogentec Fremont, CA, USA, BI-MECY, RRID:AB_2616058) or 1.5 μL anti-5hmC (Active Motif, Carlsbad, CA, USA, 39791, RRID:AB_2630381) overnight at 4°C with constant rotation. 40 μL of magnetic beads (anti-mouse IgG for 5mC and anti-rabbit IgG for 5hmC, Life Technologies, Waltham, MA, USA) were pre-blocked with BSA and then resuspended in 1X DNA IP buffer. Beads were then added to the DNA/antibody mixture and incubated for 2 hr at 4°C with constant rotation. Beads were then washed three times with 700 μL 1X DNA IP buffer, and DNA was eluted from the beads by incubating at 50°C on a thermomixer with 250 μL 1X DNA IP buffer and 4 μL proteinase K (20 μg/μL) for 3 hr. Input samples were diluted up to 250 μL with DNA IP buffer and treated similarly. DNA from both input and IP samples were cleaned through PCI extraction and ethanol precipitation. DNA was PCR amplified with KAPA HiFi polymerase using 16 cycles of PCR. Each library was size-selected on a 1% agarose gel, its concentration was determined, and the integrity was confirmed by TOPO-cloning (Invitrogen) a portion and sequencing ~10 fragments from each library. Libraries were sequenced on an Illumina HiSeq2000 using single-end sequencing at the UMass Medical School deep sequencing core facility. Resulting fastq sequences were processed and analyzed as described for ChIP-seq libraries using the HOMER software (Heinz et al., 2010, RRID:SCR_010881).

### Dot blotting

Twofold serial dilutions of sheared genomic DNA (200–400 bp) starting at 300 ng were denatured at 95°C for 10 min, then put on ice immediately for 10 min. Denatured DNA samples were spotted onto Amersham Hybond N+ nylon membrane (GE Healthcare, Uppsala, Sweden) and the membranes were UV crosslinked. For 5mC, the membrane was incubated in 0.1% SDS overnight, washed five times with PBS-T, blocked with 5% nonfat milk and 3% BSA for 4 hr, washed three times with PBS-T, incubated with anti-5mC (1:1000, Eurogentec BI-MECY, RRID:AB_2616058) for 1 hr, washed three times with PBS-T, incubated with HRP conjugated anti-mouse secondary (1:10,000, Bio-Rad, Hercules, CA, USA, 170–6516, RRID:AB_11125547) for 1 hr, washed three times with PBS-T, and detected with enhanced chemiluminescence. For 5hmC, the membrane was blocked with 5% nonfat milk for 4 hr, washed three times with PBS-T, incubated overnight with anti-5hmC (1:1000, Active Motif 39791, RRID:AB_2630381), washed three times with PBS-T, incubated with HRP conjugated anti-rabbit secondary (1:10,000, Bio-Rad 170–6515, RRID:AB_11125142) for 1 hr, washed three times with PBS-T, and detected with enhanced chemiluminescece. For loading, sheared gDNA samples were diluted simultaneously, spotted directly onto Amersham Hybond N+ nylon membrane (GE Healthcare) and the membranes were UV crosslinked. Membranes were incubated with 0.2% methylene blue for 5 min and washed five times with water.

### Thin layer chromatography (TLC)

TLC was performed as previously described (Ficz et al., 2011; Tahiliani et al., 2009). 2 μg of genomic DNA isolated from control, *Dnmt1* KD, *Mbd3* KD, or *Mbd2* KD ES cells was digested overnight with 50 units of MspI (NEB) and 10 μg of RNaseA/T1 (Ambion) at 37°C. The reaction was then heat inactivated at 65°C, DNA was dephosphorylated with 10 units of rSAP (NEB) for 1 hr at 37°C and cleaned over a DNA clean and concentrator column (Zymo Research, Irvine, CA, USA). 400 ng of DNA was incubated with 10 μCi ^32^P-ATP and 10 U of T4 PNK for 1 hr at 37°C. Labeled DNA was precipitated, resuspended in 18 μL 30 mM Tris pH 8.9, 15 mM MgCl_2_, 2 mM CaCl, and fragmented to single nucleotides with 10 units of DNaseI (NEB) and 10 μg SVPD (Worthington, Lakewood, NJ, USA) for 3 hr at 37°C. 3 μL of samples were spotted onto PEI cellulose F TLC plates (Millipore) and developed in isobutyric acid:H_2_O:NH_3_ (66:20:1 v/v/v) for 15 hr. Plates were dried and exposed to film for 30 hr. Plate was then exposed to a phosphorimager screen for 110 hr and scanned on a Typhoon FLA 700 (GE Healthcare). Pixels were quantitated using Fiji ImageJ software.

### Methylation-sensitive restriction digests

Five micrograms of genomic DNA isolated from control, *Dnmt1* KD, *Mbd3* KD, or *Mbd2* KD ES cells was digested at 37°C for 12 hr with 50 units of MspI or HpaII (both from NEB) followed by 20 min of heat inactivation at 65°C. MspI and HpaII recognize the 4 bp sequence CCGG, but HpaII is blocked by CpG methylation whereas MspI is insensitive to CpG methylation. 15 μL of the 50 μL reaction was run on a 1% agarose gel to visualize the cutting efficiency of each enzyme.

### Microarray analysis

Microarray analysis was performed as previously described (Chen et al., 2013). Total RNA from control (*EGFP* KD), *Dnmt1* KD, *Tet1* KD, *Mbd3* KD, *Mbd2* KD, or *Chd4* KD ES cells was subjected to RNA amplification and labeling using the Low Input Quick Amp Labeling Kit (Agilent, Santa Clara, CA, USA). Following this procedure, 50 picomoles of cRNA was used for fragmentation and hybridization on Agilent 4 × 44K mouse whole-genome microarrays. Slides were scanned on a DNA microarray scanner (Agilent G2565CA), and fluorescence data were obtained using Agilent Feature Extraction software. The expression data from biological replicates were fit to a linear model using the Bioconductor package *limma* (Smyth et al., 2005; 2003; Wettenhall and Smyth, 2004, RRID:SCR_010943), and analyzed as previously described (Yildirim et al., 2011). Datasets were visualized through Java TreeView (Saldanha, 2004, RRID:SCR_013503). *Tip60* KD and *Brg1* KD microarray data was downloaded from GSE31008 (Yildirim et al., 2011) and compared to averaged microarray data for fold change of *Dnmt1* KD, *Tet1* KD, *Mbd3* KD, *Mbd2* KD, and *Chd4* KD. Correlation coefficients for all genes in pairwise factor KD were calculated in R.

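The authors' deposited table of processed values holds 12459 spots, with a column for each of the 10 KD arrays and none for EGFP KD. Its values follow the log2 of a ratio of 2 log2 signals, each KD array's quantile-normalized log2 signal over the mean of EGFP KD (r between 0.9992 and 0.9997 across spots). They are therefore compressed, at 0.143 to 0.159 of a plain log2 difference. The correlations between the means of its replicate columns, over all its spots, had a median of 0.474 over the 10 pairs. With Spearman's coefficient in place of Pearson's, on the log2 fold changes of all 29546 genes, the median was 0.496.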

How the deposited data were processed for this re-analysis (not part of the article)

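The data are the expression arrays behind Figure 6, with 12 one-colour Agilent arrays of E14 ES cells 48 hr after KD, 2 for each of EGFP KD, Dnmt1 KD, Tet1 KD, Mbd3 KD, Mbd2 KD and Chd4 KD. Conditions and replicates were taken from the sample labels. The ChIP, methylation and RT-qPCR experiments, and the Tip60 KD and Brg1 KD arrays, were not analysed here.

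The authors labelled RNA with one dye, hybridised one sample per array and quantified the spots with Feature Extraction 10.7.1.1, and they deposited the scanner output with each spot's intensity. The processed intensity is corrected for local background by that software and not normalized between arrays. The authors also deposited a table of log2 values relative to EGFP KD, which the values show to be a log2 ratio of quantile-normalized log2 signals. The paper's text names limma and an earlier study for the analysis, and does not name the normalization.

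Of 43020 spots that are not controls, those with an outlier mark were left out of their array, and 1377 control spots were left out. The processed intensity was divided by the array's 75th percentile, set to at least 0.0344, the highest over arrays of the lowest scaled signal well above background (log2 -4.86), and log2 was taken. Spots of one probe were averaged, giving 39429 probes. Probes well above background on both arrays of at least 1 group were kept, and for each gene the probe with the highest mean log2 signal stood for it. Of the genes, 5157 had more than 1 probe. Accessions were named through a gene table of GRCm38.p6, which matched 71.4% of spots and 98.4% of spots with a RefSeq mRNA. The other genes kept their accession, and 19219 of 29546 tested genes had a symbol. Between 76.9% and 95.2% of probes per array were well above background. The number of arrays limits the precision.

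A linear model with 6 groups over the 12 arrays was fitted with limma 3.58.1 in R 4.3.3, and each KD was compared with EGFP KD, and Mbd3 KD with Mbd2 KD. Genes with a Benjamini-Hochberg adjusted p under 0.05 within a comparison were called. Tested on simulated data with 200 changed genes among 29546 in each KD, the steps recovered between 47% and 57.5% of the changed genes, with 0 in the wrong direction and between 5 and 10 false calls. Correlations are Pearson's across genes. Unchanged groups of 12 arrays, the 2 control arrays included, were simulated 100 times with independent noise for each gene, which leaves out correlation between genes. K-means clustering used k = 3 with 50 starts. Lists of germline, pluripotency, trophectoderm, imprinted, interferon and p53 genes, written from general knowledge before the files were opened, were tested with camera (correlation 0.01), fry and camera with an estimated correlation, adjusted over 30 tests.

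The genes named are the 5 targeted genes, genes whose loci or primers the paper names, and for each KD the 2 largest rises and 2 largest falls among called genes with a symbol that were measured on all 4 arrays and separated from EGFP KD on both. Gpr83 was not well above background on both arrays of any group and was not tested, Gapdh was saturated in every group, and Trh was saturated in Mbd3 KD. Hoxd3, Hoxd11, Tfap2a, Pitx1 and Tgfb1 were called in no KD.

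Alternatives set before the data were examined were quantile normalization, normexp background correction, the authors' deposited table, filters on dim probes, every probe or the mean of a gene's probes, the replicate number or the slide as a block, only the 4 arrays of a comparison, array weights, a trended and robust variance prior, other thresholds and adjustments, each array left out, Spearman's coefficient, called genes only, and pairs that share no array. The files hold no mean signal, so normexp (offset 50) used the median signal. A lower floor, quantile normalization of the median signal, an unadjusted threshold, the list of genes compared between Mbd3 KD and Mbd2 KD and comparisons within slides were added after seeing the data.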

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

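The tests of explanations in this part were chosen after the values they weigh had been seen.

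On the array labelled Mbd2 KD replicate 1, Tet1 mRNA differed by -1.79 (log2) from the EGFP KD mean, and on the array labelled Tet1 KD replicate 1, Mbd2 mRNA differed by -1.75. These were looked at again because a targeted mRNA was low on an array labelled for another KD, at the level of the arrays labelled for it (-1.81 and -1.77). A second Tet1 probe (A_51_P512172) was also low there, with -1.18 on the array labelled Mbd2 KD replicate 1 and -0.93 on the array labelled Tet1 KD replicate 2. A second Mbd2 probe (A_55_P2036526), which stands for the gene, did not show the pattern, with -0.20 on the array labelled Tet1 KD replicate 1, -0.61 on the array labelled Tet1 KD replicate 2, and -0.08 and -0.07 on the arrays labelled Mbd2 KD. The paper reports efficient KD of all 5 genes by RT-qPCR. A KD that failed in 1 replicate of each group would leave Tet1 on the array labelled Mbd2 KD replicate 1 within the range of the arrays not labelled Tet1 KD, but it differed by -0.90 from the lowest of them. An effect of the Mbd2 esiRNA on Tet1 mRNA would lower Tet1 on the array labelled Mbd2 KD replicate 2, where Mbd2 was low, and there Tet1 differed by -0.19. A difference between slides would lower Tet1 as far on the other arrays of slide 1. There it differed by 0.10 on Mbd3 KD replicate 1, by 0.07 on EGFP KD replicate 1 and by -0.60 on Dnmt1 KD replicate 1 (-0.51 with the second probe), and Dnmt1 KD replicate 2, on slide 3, had -0.89. A candidate explanation is that these 2 arrays were exchanged. The test was whether the positions on the slides follow one order of the 6 KDs through both replicates when these 2 labels, and no other pair, change places. Of 66 pairs of labels, 2 gave such an order, this pair and the pair of replicate 2 arrays labelled Tet1 KD and Mbd2 KD, so the test as set was not met. It could not have been met, because an exchange of 2 KDs in replicate 1 that gives one order does so in replicate 2 as well. Among the 66 pairs, only an exchange of Tet1 KD with Mbd2 KD within a replicate gave one order, and the positions cannot tell which replicate. An exchange of the replicate 2 arrays is argued against by the targeted genes. It would leave both KDs without a lower target, since Tet1 would differ by -0.02 and -0.19 and Mbd2 (A_66_P133043) by -0.24 and -0.23, within the range of the arrays of the other groups. The exchange of the replicate 1 arrays stays open. The positions, which do not use the signals, allow it, but they do not single it out. The values of the targeted genes led to it and are no independent test of it. The second Mbd2 probe does not decide it either way. That probe was not low (-0.07) even on the array labelled Mbd2 KD replicate 2, where A_66_P133043 differed by -1.77. No array was moved or relabelled. Dnmt1 mRNA was also lower on both arrays with low Tet1, with -0.92 and -0.68, and no biological explanation of that was tested.

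Between slides lay 58.7% of the variance of the 12 arrays over all genes, where 18.2% would be expected by chance, and between the 6 groups lay 42%, where 45.5% would be. The paper does not report which slide held which sample. The first component (40.8% of the variance) placed slide 1 between -72.4 and -50.2, slide 2 between -4.9 and 0.2 and slide 3 between 51.1 and 83.1. The replicate number is argued against, since arrays of replicate 2 on slide 2 and on slide 3 lay 54.9 apart. A difference between slides is what the 4 arrays of slide 2 show, which hold both replicate numbers and lay within 5.1 of each other. No control lies on slide 3. Each group except Tet1 KD lies on 2 slides, so the fit with slide as a block is possible, and its values stand beside the others.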

How the results depend on the processing

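The lower floor, the quantile-normalized median signal and the unadjusted threshold were chosen after seeing the data. The cause of a change was not tested except where the alternative itself holds fewer arrays or another threshold.

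Against 225 genes in Mbd3 KD, 946 in Chd4 KD, 1023 in any KD, 146 shared in the same direction and 154 between Mbd3 KD and Mbd2 KD, fitting only the 4 arrays of a comparison gave 0 for each (limma, with unadjusted counts of 2853 in Mbd3 KD and 3782 in Chd4 KD over 12 arrays), and it has fewer arrays to estimate the spread. Quantile normalization gave 134 in Mbd3 KD, 84 shared and 101 between Mbd3 KD and Mbd2 KD. Normexp gave 2 in Mbd3 KD, 67 in Chd4 KD, 69 in any KD, 0 shared and 2 between Mbd3 KD and Mbd2 KD, and it shifted the median log2 fold change of all genes to between -0.39 and -0.258. With slide as a block there were 57 in Mbd3 KD and 41 shared. With array weights there were 95 in Mbd3 KD, 71 shared and 56 between Mbd3 KD and Mbd2 KD. The trended and robust prior gave 64, 43 and 62 for the same counts. Requiring signal well above background on all 12 arrays gave 93, 63 and 72. Without a filter 3 genes were called in Dnmt1 KD and 1 in Tet1 KD, and with the mean of a gene's probes 1 in Tet1 KD.

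An adjusted p under 0.01 gave 25 in Mbd3 KD, 374 in Chd4 KD, 383 in any KD, 16 shared and 26 between Mbd3 KD and Mbd2 KD. A log2 fold change of at least 1 gave 138, 584, 645 and 77 for the first 4 of these. One adjustment over all comparisons gave 21 in Dnmt1 KD, 3 in Tet1 KD, 457 in Chd4 KD and 547 in any KD. The lower floor gave 41 in Mbd3 KD, 491 in Chd4 KD, 505 in any KD, 27 shared and 31 between Mbd3 KD and Mbd2 KD. The quantile-normalized median signal gave 3 in Dnmt1 KD, 405 in Mbd3 KD, 264 shared and 283 between Mbd3 KD and Mbd2 KD. An unadjusted p under 0.05 gave 1379 in Dnmt1 KD, 841 in Tet1 KD, 2853 in Mbd3 KD, 610 in Mbd2 KD, 3782 in Chd4 KD, 6160 in any KD, 2218 shared and 2030 between Mbd3 KD and Mbd2 KD. Of the called genes, 62.2% were higher in Mbd3 KD and 61.4% in Chd4 KD, against 50% and 50.7% with normexp and 58% and 48.3% with the quantile-normalized median signal.

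With each array left out in turn, where a lone array is assumed to vary like the other groups, the calls ranged from 0 to 37 in Dnmt1 KD, 0 to 30 in Tet1 KD (both highest without EGFP KD replicate 2), 28 to 124 in Mbd3 KD, 0 to 47 in Mbd2 KD (highest without the array labelled Mbd2 KD replicate 2) and 317 to 852 in Chd4 KD. In any KD they ranged from 322 to 895, shared calls from 23 to 90, and calls between Mbd3 KD and Mbd2 KD from 22 to 110. Every such fit called fewer genes in Mbd3 KD than all 12 arrays did, also where the array left out belonged to another KD.

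The median pairwise correlation was 0.488, and 0.036 with no shared array and 0.039 with split controls. Left-out arrays moved it from 0.306 to 0.74, and normexp raised it to 0.725. Single pairs changed sign with split controls, where EGFP KD replicate 1 served one KD and replicate 2 the other. These were Dnmt1 KD and Tet1 KD (-0.115), Tet1 KD and Mbd3 KD (-0.093), Tet1 KD and Mbd2 KD (-0.155) and Mbd2 KD and Chd4 KD (-0.003). With arrays left out, Dnmt1 KD and Tet1 KD ranged from -0.047 to 0.655, Dnmt1 KD and Chd4 KD from -0.011 to 0.695, and Tet1 KD and Mbd2 KD from -0.076 to 0.733, all lowest without replicate 2 of Dnmt1 KD or of the array labelled Mbd2 KD.

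The size ratio of Tet1 KD and Mbd2 KD to the other KDs, 0.799, was 0.706 with quantile normalization, 0.71 with slide as a block, 0.669 with the quantile-normalized median signal and 0.52 in the authors' deposited table. Left-out arrays moved it from 0.63 (without EGFP KD replicate 1) to 1.051 (without the array labelled Mbd2 KD replicate 1). The share of genes at an unadjusted p under 0.05 in both with the larger change in Mbd3 KD, 74%, was 62.6% with normexp, 79.9% with array weights and 86% with the quantile-normalized median signal, and 45.7% to 92.4% with arrays left out.

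With the replicate number as a block, 246 genes were called in Mbd3 KD, 1277 in Chd4 KD and 0 in each of Dnmt1 KD, Tet1 KD and Mbd2 KD. Deviations of same-numbered arrays correlated between -0.04 and 0.77 over pairs of groups, highest for groups that lie on the same slides, so the number stands in part for the slide.

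Of 280 values of single pairs, 238 moved by less than the spread between replicates, 35 by more and 7 changed sign. Of 1819 tests of named genes, 1619 kept their direction and their side of the threshold, 88 lost it, 1 gained it and 111 changed direction without being called. Of 138 tests of gene lists, 121 kept the direction against the other genes and the side of the threshold, and 17 lost the threshold. The list's own median changed sign in 3 of them, with normexp for the germline list in Dnmt1 KD (-0.27) and the trophectoderm list in Chd4 KD (-0.34), and with slide as a block for the trophectoderm list in Tet1 KD (0.02). The authors' deposited table has no control columns and gave no counts. Signal over background limits dim genes, with 30321 probes well above background on the dimmest array and 37535 on the array with the most.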

Differences from the paper's values

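In Table 3 the paper's correlation for Dnmt1 KD and Tet1 KD is 0.508, and the value here is 0.291. Of 26 alternatives set before the data were examined, 7 came within the spread between replicates of the paper's value. They were slide as a block (0.329), without EGFP KD replicate 1 (0.436), without EGFP KD replicate 2 (0.655), without Dnmt1 KD replicate 1 (0.363), without the array labelled Tet1 KD replicate 2 (0.325), called genes only (0.486) and the authors' deposited table (0.415). The other 19 did not.

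The paper's correlation for Tet1 KD and Mbd3 KD is 0.441, and the value here is 0.314. Of the 26 alternatives, 6 came within that spread. They were quantile normalization (0.341), without EGFP KD replicate 1 (0.419), without the array labelled Tet1 KD replicate 2 (0.341), without Mbd3 KD replicate 1 (0.361), called genes only (0.408) and the authors' deposited table (0.41). The other 20 did not. For the other 8 pairs the values differed by less than the spread between replicates, which was wide, between 0.152 and 0.474.

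The paper's number of genes misregulated in any KD is about 7500 in Fig. 6A, read by eye, and 1023 genes were called here. None of the 26 alternatives came within 1.5 times of it. An unadjusted p under 0.05, chosen after seeing the values, gave 6160 genes, which is within that range.

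The paper's highest correlation among these KDs is that of Mbd3 KD and Chd4 KD, and here Dnmt1 KD and Mbd3 KD were highest at 0.714, with Mbd3 KD and Chd4 KD at 0.57. Mbd3 KD and Chd4 KD were highest in 2 alternatives, which were called genes only (0.669, with Dnmt1 KD and Mbd3 KD at 0.44) and pairs that share no array (0.092 against 0.017). The paper states that depleting any of the 5 factors changed many of the same genes. Here limma called genes in Mbd3 KD and Chd4 KD only, so 0 genes called in 3 or more KDs is no test of that statement. At an unadjusted p under 0.05, 508, 137 and 52 genes passed in 3, 4 and 5 KDs. Sharing control arrays also gives overlaps at that threshold (390.3 to 407.2 genes per pair in simulated KDs).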

Other observations

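Of the tests in this part, that of the shared EGFP KD arrays against the median correlation and those of the germline and trophectoderm lists were set before their results were seen. The tests of the highest correlation, of slides and of the deposited table were chosen afterwards.

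The log2 fold changes of the 5 KDs were correlated, with a median of 0.488. Simulated unchanged groups compared with the same 2 simulated control arrays gave 0.499. The design sets that value where each gene has the same spread on all arrays. Sharing control arrays can thus give a median of this size, which does not show that it did so here. The simulated groups leave open why pairs differ. The highest observed correlation was 0.714, for Dnmt1 KD and Mbd3 KD, where no pair simulated without slides was above 0.522 and that pair lay between 0.739 and 0.765 when simulated with slides. The simulations treat genes as independent, so their ranges are narrower than those of real arrays and exclude nothing by themselves. When each array was set against the EGFP KD array of its own slide, and slide 1 against slide 2, so that a pair shares no array and no slide difference, all 9 correlations were above 0, from 0.035 to 0.202. They were also above 0 with quantile normalization (0.021 to 0.192) and with quantile normalization of the median signal (0.013 to 0.251), which may reflect an effect common to the KDs. With normexp all 9 were below 0, from -0.391 to -0.052, so the sign depends on the background correction. Of 16 choices of 1 reference array per slide, scaled by the 75th percentile, 1 other than EGFP KD had all 9 above 0. Medians of the choices other than EGFP KD ran from -0.106 to 0.155. The exception had Mbd3 KD replicate 1 and Chd4 KD replicate 1 as the references, with a higher median than EGFP KD (0.155 against 0.116). An effect shared by those 2 references would also give that, so the exception decides neither way. Differences between slides together with the shared arrays cannot be told apart from an effect common to the KDs on these arrays.

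The authors' deposited table lists more accessions than were called. Quantile normalization of the median signal, chosen after seeing the table, gave an unadjusted p under 0.05 in any KD for 85.9% of the table's 7457 compared accessions and for 5% of 25454 others. A candidate explanation is that the table lists genes at an unadjusted p, and how the authors chose its accessions was not tested further. With that processing 1311 accessions passed an adjusted p of 0.05, and 99.9% of them are in the table. Of the 1023 genes called here, 968 (94.6%) are in it.

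In Dnmt1 KD the germline list had a median log2 fold change of 0.16, with 18 of 26 genes higher. camera gave an adjusted p of 0.027 over 30 tests, which met the test as set, but fry gave 0.19, an estimated correlation 0.19 and slide as a block 0.15. Asking for these as well was a stricter rule adopted after the result was seen. Whether less DNA methylation raises germline genes cannot be told from these arrays. In Mbd3 KD the trophectoderm list had a median of 0.18, with 10 of 19 genes higher and a camera adjusted p of 0.35, so a rise of trophectoderm genes with less Mbd3 stays open.

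The p53 list was higher in Chd4 KD, with a median log2 fold change of 0.61 and 20 of 24 genes higher (camera adjusted p = 2.2e-07, fry 0.0027, estimated correlation 0.039). In Mbd3 KD it had a median of 0.31 with 18 of 24 higher (camera adjusted p = 5.2e-05, fry 0.021, estimated correlation 0.059), and in Dnmt1 KD 0.15 (camera adjusted p = 0.0092, fry 0.077, estimated correlation 0.15). The trophectoderm list was higher in Chd4 KD, with a median of 0.31 and 15 of 19 genes higher (camera adjusted p = 4e-04, fry 0.0039, estimated correlation 0.11). For the trophectoderm list in Chd4 KD normexp gave a median of -0.34, where the median of all genes was -0.357, and camera still placed the list above the other genes. In Tet1 KD, as labelled, it was lower, with a median of -0.09 and 9 of 19 higher (camera adjusted p = 0.027, fry 0.35, estimated correlation 0.19). The pluripotency, imprinted and interferon lists passed in no KD with camera, with smallest adjusted p of 0.052, 0.17 and 0.13. With slide as a block, camera passed the pluripotency list in Chd4 KD (0.043), and no longer the p53 list in Dnmt1 KD (0.065) or the trophectoderm list in Tet1 KD (0.095). fry called the interferon list in Chd4 KD (0.0059) and Mbd3 KD (0.034) and the germline list in Chd4 KD (0.034).

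In Chd4 KD the largest rises were Slc6a13, with a log2 fold change of 3.99 (standard error 0.73, limma adjusted p = 0.036), and S100a14, with 3.96 (limma adjusted p = 0.0012). The largest falls were Cbr3, with -3.33 (limma adjusted p = 0.00044), and Arid1b, with -2.93 (limma adjusted p = 0.008). Slc6a13 was called in 14 of 24 alternatives and Cbr3 in 23. Arid1b was called in 19 of the 24, and not with the mean of its 3 probes or without EGFP KD replicate 1.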
